# Tissue resident and follicular Treg cell differentiation is regulated by CRAC channels

**DOI:** 10.1038/s41467-019-08959-8

**Published:** 2019-03-12

**Authors:** Martin Vaeth, Yin-Hu Wang, Miriam Eckstein, Jun Yang, Gregg J. Silverman, Rodrigo S. Lacruz, Kasthuri Kannan, Stefan Feske

## Abstract

T regulatory (Treg) cells maintain immunological tolerance and organ homeostasis. Activated Treg cells differentiate into effector Treg subsets that acquire tissue-specific functions. Ca^2+^ influx via Ca^2+^ release-activated Ca^2+^ (CRAC) channels formed by STIM and ORAI proteins is required for the thymic development of Treg cells, but its function in mature Treg cells remains unclear. Here we show that deletion of *Stim1* and *Stim2* genes in mature Treg cells abolishes Ca^2+^ signaling and prevents their differentiation into follicular Treg and tissue-resident Treg cells. Transcriptional profiling of STIM1/STIM2-deficient Treg cells reveals that Ca^2+^ signaling regulates transcription factors and signaling pathways that control the identity and effector differentiation of Treg cells. In the absence of STIM1/STIM2 in Treg cells, mice develop a broad spectrum of autoantibodies and fatal multiorgan inflammation. Our findings establish a critical role of CRAC channels in controlling lineage identity and effector functions of Treg cells.

## Abstract (web summary)

Regulatory T (Treg) cells are important for maintaining immune homeostasis. Here the authors show that STIM1 and STIM2, which activate the Ca^2+^ channel ORAI1, are essential for the differentiation of peripheral Treg cells into tissue-resident and follicular Treg cells and their ability to limit autoimmunity in mice.

## Introduction

T regulatory (Treg) cells are a subset of CD4^+^ T cells with immunosuppressive function that are critical for immune homeostasis and the prevention of autoimmunity. Treg cells, which constitute ~5–15% of the peripheral T cell pool^1^, are characterized by the expression of the transcription factor forkhead box P3 (Foxp3) and the high-affinity IL-2 receptor alpha chain (CD25). The importance of Foxp3 as the master regulator of Treg cells is evident from Scurfy mice and patients with immunodysregulation polyendocrinopathy enteropathy X-linked (IPEX) syndrome with loss-of-function mutations in *Foxp3* who suffer from multiorgan autoimmunity^2,3^. Nevertheless, Foxp3 alone is not sufficient for Treg differentiation and function as ectopic Foxp3 expression alone in CD4^+^ T cells is unable to reproduce the transcriptional signature and function of Treg cells^4^. Furthermore, targeted deletion of *Foxp3* in mature Treg cells did not interfere with key characteristics of Treg cells, such as their anergic phenotype and expression of Treg markers (e.g. CD25, CTLA4, and Helios)^5^. These data suggest that additional signaling pathways are required for the identity and function of Treg cells, but the nature of these signals is incompletely understood.

Foxp3^+^ Treg cells can be classified into thymus-derived (or natural) tTregs and peripherally induced pTregs that have complementary roles but differ significantly in their stability, antigen-specificity and regulatory function^1^. pTregs are derived from naïve conventional CD4^+^ T cells that acquire transient Foxp3 expression after T cell receptor (TCR) stimulation in the presence of transforming growth factor beta (TGFβ) and/or the absence of co-stimulatory signals. By contrast, tTregs represent a stable T cell lineage that develops during thymic negative selection and exhibits a unique transcriptional and epigenetic program that is critical for their sustained regulatory function^1,6^. Upon activation, tTreg cells can further differentiate into specialized effector Treg subsets, such as tissue-resident, memory-like Treg cells that have important roles in the function of non-lymphoid organs^6,7^, as well as T follicular regulatory (Tfr) cells that shape the quality and quantity of humoral immune responses during the germinal center (GC) reaction^8–10^. These effector Treg cells differ significantly from Treg cells in secondary lymphoid organs because they acquire a tissue-specific gene expression program that includes transcription factors, homing receptors, and tissue-adapted regulatory molecules, which are not or only weakly expressed in lymphoid tissue Treg cells^6,7^.

How this functional specification occurs is not well understood but it is believed that tissue-specific cues induce a gene expression program that co-opts the surrounding tissue, and promotes site-specific functions of Treg cells^6^. Distinct populations of Treg cells with organ-specific functions have been identified in many non-lymphoid tissues including small and large intestine, skin, lung, liver, adipose tissue, skeletal muscle, and various tumors. Skin-resident Treg cells express the transcription factor RORα and promote immune tolerance to skin commensals, wound healing, and hair follicle regeneration^11–13^. In skeletal muscle, a small but distinct population of Treg cells expands rapidly after muscle injury and promotes myocyte regeneration through expression of the growth factor Amphiregulin^14^. In visceral adipose tissue (VAT), Treg cells express the adipose tissue-specific transcription factor peroxisome proliferator-activated receptor gamma (PPARγ) and modulate the insulin sensitivity of adipocytes^15^. Similar to tissue-resident Treg cells, Tfr cells are effector Treg cells that co-opt the transcriptional program of their lymph follicle environment. Like T follicular helper (Tfh) cells, Tfr cells express CXCR5, PD-1, ICOS, and the transcription factor Bcl-6^8,9^. In contrast to Tfh cells, Tfr cells lack molecules that provide B cell help, such as CD40L, IL-21, and IL-4, but instead express regulatory molecules like IL-10, CTLA-4 and the transcriptional regulator Blimp-1 (encoded by *Prdm1*). Tfr cells promote the selection of high-affinity B cell clones and prevent uncontrolled GC reactions and humoral autoimmunity^8–10^.

Stimulation of Treg cells through their TCR triggers the activation of phospholipase Cγ1 (PLCγ1) and the production of inositol-1,4,5-trisphosphate (IP_3_). IP_3_ binds to and opens IP_3_ receptor channels in the endoplasmic reticulum (ER) resulting in the depletion of calcium (Ca^2+^) from ER stores and a transient increase in intracellular Ca^2+^ levels^16^. Ca^2+^ depletion from the ER also causes the activation of two proteins in the ER membrane, stromal interaction molecule 1 (STIM1) and STIM2, allowing them to bind to ORAI proteins in the plasma membrane. ORAI1 and its homologs ORAI2 and ORAI3 form the Ca^2+^ release-activated Ca^2+^ (CRAC) channel^17,18^ that mediates robust and sustained Ca^2+^ influx in T cells^19^. This form of Ca^2+^ influx is called store-operated Ca^2+^ entry (SOCE). The resulting Ca^2+^ signaling leads to the activation of multiple Ca^2+^-regulated transcription factors, such as the nuclear factor of activated T cells (NFAT), nuclear factor kappa-light-chain enhancer of activated B cells (NF-κB), cAMP response element-binding protein (CREB), and others^20^.

SOCE is required for the development of Foxp3^+^ Treg cells in the thymus. Mice lacking *Stim1* and *Stim2* in T cells have reduced tTreg numbers in the thymus and secondary lymphoid organs, which was partly due to impaired IL-2 signaling in SOCE-deficient Treg cells^21,22^. The molecular mechanisms how SOCE regulates *Foxp3* expression and Treg development remain largely unclear. In pTreg cells, SOCE controls *Foxp3* expression through NFAT binding to the conserved non-coding DNA sequence 1 (CNS1) within the *Foxp3* gene locus, and *Stim1*-deficient CD4^+^ T cells are impaired in their ability to differentiate into pTreg cells^23^. CNS1 is not required, however, for the development of tTreg cells^24,25^ and Foxp3 expression in tTreg cells appears to be less dependent on strong NFAT activation.

The importance of SOCE in T cells for peripheral immune tolerance is emphasized by patients with loss-of-function mutations in *STIM1* and *ORAI1* genes, who suffer from immunodeficiency and autoimmunity including autoimmune hemolytic anemia (AIHA)^26^. Several patients had reduced numbers of Foxp3^+^ Treg cells in their blood^27,28^ consistent with a role of SOCE in Treg development, whereas others had normal Treg numbers despite symptoms of autoimmunity^29,30^. The latter finding suggests that SOCE has additional roles in Treg cells which may include controlling Treg function or the differentiation into effector Treg cells, such as Tfr and tissue-resident Treg cells. We had shown that deletion of SOCE in pTreg^23^ and tTreg^21,22^ cells impairs their suppressive function, but the mechanisms by which SOCE regulates Treg function remain unclear.

Using mice lacking *Stim1* and *Stim2* selectively in mature Foxp3^+^ Treg cells, we here show that SOCE is critical for the differentiation and function of effector Treg cells. Although these mice have largely normal Foxp3^+^ Treg cell numbers in their lymphoid organs, they develop an early onset, type 2 autoimmune disease that is dominated by autoantibodies and severe multiorgan inflammation. This phenotype is associated with a strong reduction of tissue-resident Treg cell numbers in multiple organs and Tfr cells in secondary lymphoid organs. We show that STIM1/STIM2 and SOCE control a complex transcriptional network that coordinates the expression of genes regulating cell cycle, metabolism, cytokine signaling, and Treg effector functions. Taken together, we report that Ca^2+^ signaling downstream of CRAC channel activation is an essential pathway for the differentiation of Treg cells into Tfr and tissue-resident Treg cells. These findings indicate that CRAC channels have dual and separable roles in the thymic development of Treg cells, and in their differentiation into effector Treg subsets in the periphery.

## Results

### STIM1/STIM2 in Treg cells prevent fatal systemic inflammation

To investigate the role of SOCE in Treg cells after their development in the thymus, we generated *Stim1*^fl/fl^*Stim2*^fl/fl^ *Foxp3-YFPcre* mice (abbreviated *Stim1/2*^*Foxp3*^) to delete both *Stim1* and *Stim2* genes conditionally in mature Foxp3^+^ Treg cells. Because expression of *Cre* recombinase is under the control of the *Foxp3* promoter on the X chromosome, all Tregs in hemizygous male *Stim1/2*^*Foxp3*^ mice are expected to lack *Stim1* and *Stim2*. We confirmed the successful ablation of *Stim1* and *Stim2* expression in Foxp3^+^ Treg cells isolated from male *Stim1/2*^*Foxp3*^ mice by RT-PCR (Fig. 1a). Measurements of SOCE in Treg cells after ER store depletion with the sarco/endoplasmic Ca^2+^ ATPase (SERCA) inhibitor thapsigargin (TG) confirmed that SOCE was abolished in STIM1/2-deficient Treg cells (Fig. 1b). It is noteworthy that SOCE was lower in Treg than conventional T cells from WT mice (Fig. 1b), which may be due to higher *Stim2* but lower *Stim1* expression in Treg cells (Fig. 1a). These findings are consistent with previous observations in murine Treg cells and the less efficient activation of SOCE by STIM2 compared to STIM1^24,31,32^. Male *Stim1/2*^*Foxp3*^ mice had normal or elevated numbers of Foxp3^+^ Treg cells in their thymus and secondary lymphoid organs compared to WT littermates (Fig. 1c), despite the fact that their Foxp3 mRNA and protein levels were slightly reduced (Fig. 1a, Supplementary Figure 1a, b). These findings demonstrate that deletion of STIM1 and STIM2 in mature tTregs by Foxp3-Cre does not interfere with the maintenance of Treg cells.

**Fig. 1:**
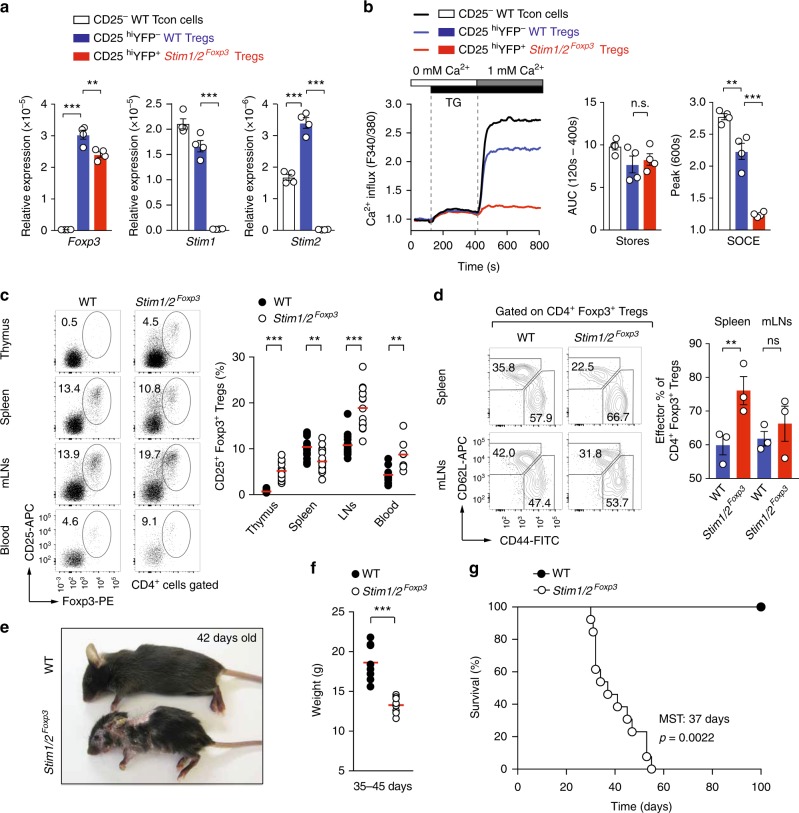
Deletion of STIM1 and STIM2 in Treg cells is fatal despite normal Treg numbers in secondary lymphoid organs. **a** Analysis of *Stim1*, *Stim2*, and *Foxp3* gene expression in conventional and Treg cells isolated from male WT and *Stim1*^fl/fl^*Stim2*^fl/fl^ *Foxp3cre* (*Stim1/2*^*Foxp3*^) mice using qRT-PCR. Means ± SEM of four mice. **b** Analysis of Ca^2+^ influx in T conventional (Tcon) and Treg cells isolated from male WT and *Stim1/2*^*Foxp3*^ mice loaded with Fura-2 and stimulated with thapsigargin (TG) in Ca^2+^ free Ringer solution followed by addition of 1 mM Ca^2+^ (left panel). Normalized store depletion (AUC_120s-400s_) and SOCE (peak_600s_) of T cells calculated as F340/380 emission ratios; means ± SEM of four mice (right panels). **c** Analysis of Foxp3^+^ Treg cells in secondary lymphoid organs and blood of male WT and *Stim1/2*^*Foxp3*^ mice using flow cytometry; means of 7–21 mice. **d** Analysis of naïve and effector Treg cells in spleen and mLNs of male WT and *Stim1/2*^*Foxp3*^ mice using flow cytometry. Bar graphs represent the means ± SEM of three mice. **e** Representative pictures of 42 days old male WT and *Stim1/2*^*Foxp3*^ mice. **f** Weight of 35–45 days old male WT and *Stim1/2*^*Foxp3*^ mice; means of eight mice. **g** Cumulative survival of male WT and *Stim1/2*^*Foxp3*^ mice; 9–13 mice per cohort. Mean survival time (MST) of *Stim1/2*^*Foxp3*^ mice 37 days and of WT mice > 100 days. Each dot in **c** and **f** represents one mouse. Statistical analysis in **a**–**d**, **f** by unpaired Student’s *t*-test; in **g** using the Mantel–Cox test. *p < 0.05; **p < 0.01; ***p < 0.001. AUC, area under the curve

tTregs can be characterized as naïve (CD62L^hi^CD44^lo^) or activated (CD62L^lo^CD44^hi^), the latter being maintained by continuous TCR stimulation^33,34^. Male *Stim1/2*^*Foxp3*^ mice showed a similar distribution of naive and activated Foxp3^+^ Treg cells compared to WT littermate controls (Fig. 1d) suggesting that their activation by self-antigens and maintenance is independent of SOCE. Despite normal numbers and activation of tTreg cells in the absence of SOCE, male *Stim1/2*^*Foxp3*^ mice developed a severe disease phenotype with a hunched posture, scaly skin, and alopecia starting around 4 weeks of age (Fig. 1e). Male *Stim1/2*^*Foxp3*^ mice were born at a normal Mendelian ratio, but failed to thrive and rapidly lost weight after weaning compared to WT littermate controls (Fig. 1f), and died prematurely <8 weeks post partum (Fig. 1g). Collectively, these findings suggested that while SOCE in Treg cells is dispensable for the maintenance of Treg cell numbers, it is critical for the health and survival of mice.

### SOCE in Treg cells prevents Th2-mediated autoimmunity

Dissection of male *Stim1/2*^*Foxp3*^ mice revealed splenomegaly and lymphadenopathy with significantly enlarged submandibular, inguinal, and axillary LNs compared to WT littermate controls, whereas mesenteric LNs were less enlarged (Fig. 2a, Supplementary Figure 1c, d). Although the frequencies of conventional CD4^+^ and CD8^+^ T cells in the spleen, LNs, and blood were comparable between WT and *Stim1/2*^*Foxp3*^ mice (Supplementary Figure 1e, f), their phenotype was dramatically skewed towards CD44^hi^CD62^lo^ effector T cells (Fig. 2b). Splenic CD4^+^ T cells of *Stim1/2*^*Foxp3*^ mice also showed higher Ki-67 expression compared to WT control mice (Fig. 2c) suggesting that enhanced T cell proliferation contributes to the splenomegaly and lymphadenopathy of *Stim1/2*^*Foxp3*^ mice (Fig. 2a, Supplementary Figure 1c, d). To further characterize the phenotype of CD4^+^ effector T cells in *Stim1/2*^*Foxp3*^ mice, we measured the expression of Th1, Th2, and Th17 lineage-determining transcription factors. GATA3 expression was significantly higher in CD4^+^ T cells isolated from the spleen and LNs of *Stim1/2*^*Foxp3*^ mice compared to WT controls (Fig. 2c), whereas no differences in T-bet or RORγt expression were observed (Supplementary Figure 1g) indicating that the immunopathology in *Stim1/2*^*Foxp3*^ mice is driven by a type 2 immune response. This notion was further supported by the fact that the Th2 cytokines IL-4 and IL-5 were strongly increased in the sera of *Stim1/2*^*Foxp3*^ mice, whereas levels of the Th1 and Th17 cytokines IFNγ and IL-17 were only moderately elevated (Fig. 2d). Consistent with increased Th2 cytokines, we observed significantly higher immunoglobulin (Ig) levels in the sera of *Stim1/2*^*Foxp3*^ mice, in particular IgM and IgE (Fig. 2e). As a consequence, CD11b^+^Siglec F^+^ eosinophils were significantly elevated in the spleens of *Stim1/2*^*Foxp3*^ mice (Fig. 2f). Collectively these data suggest that SOCE in Treg cells is required to prevent Th2-mediated immunopathology.

**Fig. 2:**
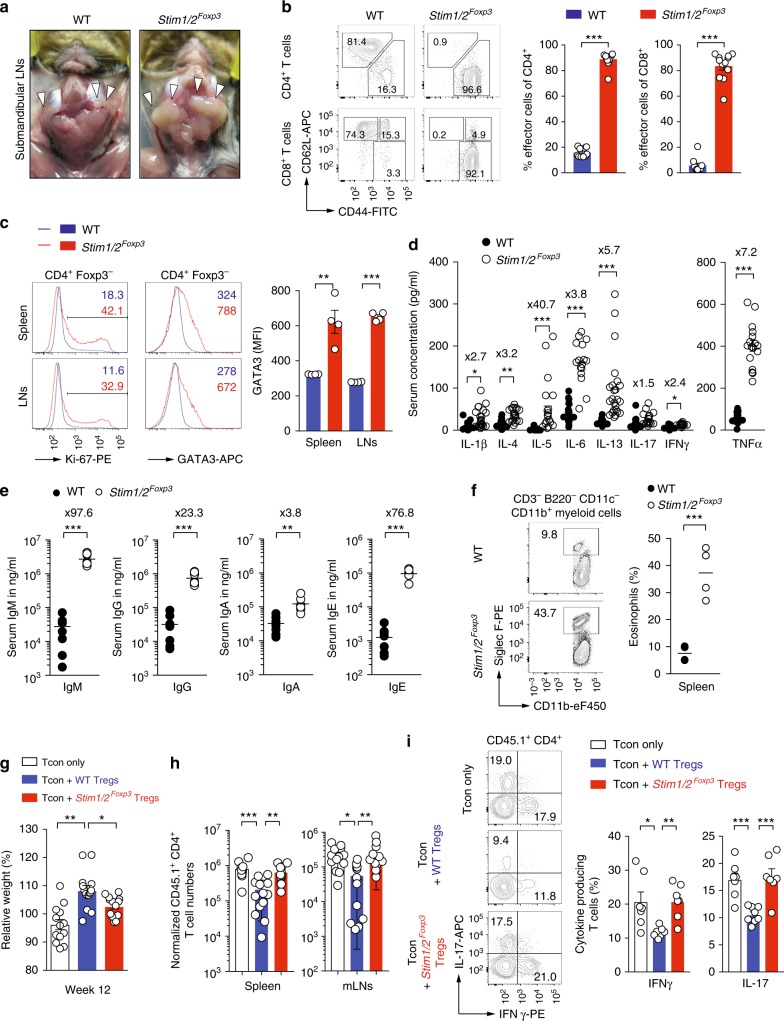
STIM1 and STIM2 control Treg function and prevent Th2-mediated autoimmunity. **a** Macroscopic analysis of submandibular LNs (arrows) in male WT and *Stim1/2*^*Foxp3*^ mice. **b** Analysis of naive (CD62L^hi^CD44^lo^), effector (CD62L^lo^CD44^hi^), and memory (CD62L^hi^CD44^hi^) CD4^+^ and CD8^+^ T cells in the spleen of WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means ± SEM of 10–12 mice. **c** Analysis of cell cycle (Ki-67) and GATA3 expression in conventional CD4^+^ T cells in the spleen and LNs of male WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means ± SEM of four mice. **d** ELISA measurements of serum cytokines in male WT and *Stim1/2*^*Foxp3*^ mice; fold increases in *Stim1/2*^*Foxp3*^ mice compared to WT mice are indicated by ×; means ± SEM of 13–20 mice.  **e** Analysis of serum immunoglobulin concentrations in male WT and *Stim1/2*^*Foxp3*^ mice using ELISA; means of eight mice. **f** Analysis of CD11b^+^Siglec F^+^ eosinophils in the spleen of male WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means of four mice. **g**–**i** *Stim1/2*-deficient Treg cells fail to suppress adoptive transfer colitis in lymphopenic host mice; for details see Supplementary Figure 2d. **g** Weight of *Rag1*^*–/–*^ host mice 12 weeks after transfer of CD45.1^+^ conventional CD4^+^ WT T cells together with CD45.2^+^ WT or *Stim1/2*-deficient Treg cells isolated from female heterozygous *Stim1/2*^*Foxp3*^ mice; means ± SEM of 13–14 host mice. **h** Normalized numbers of CD45.1^+^ conventional CD4^+^ T cells in spleen and mLNs of *Rag1*^*–/–*^ host mice 12 weeks after transfer; means ± SEM of 7–8 host mice. **i** Analysis of IL-17A and IFNγ production by CD45.1^+^ conventional T cells from mLNs after PMA/ionomycin re-stimulation using flow cytometry; means ± SEM of 7–8 host mice. Statistical analysis in **b**–**g** and **i** by unpaired Student’s *t*-test, in (**h**) by one-way ANOVA. *p < 0.05; **p < 0.01; ***p < 0.001

In contrast to male *Stim1/2*^*Foxp3*^ mice, female heterozygous *Stim1/2*^*Foxp3*^ mice were healthy and developed normally. They have a mixture of both WT (YFPcre^–^) and *Stim1/2*-deficient (YFPcre^+^) Treg cells (Supplementary Figure 2a). Their YFP^+^ *Stim1/2*-deficient Treg cells lacked SOCE compared to YFP^–^ WT Treg cells (Supplementary Figure 2b) and had slightly lower Foxp3 expression (Supplementary Figure 2a). To test the immunosuppressive function of *Stim1/2*-deficient Treg cells, we isolated CD4^+^CD25^hi^YFPcre^–^ and CD4^+^CD25^hi^YFPcre^+^ Treg cells from female *Stim1/2*^*Foxp3*^ mice. The use of *Stim1/2*-deficient Treg cells from healthy female mice circumvents potential secondary effects on Treg function due to the inflammation in male *Stim1/2*^*Foxp3*^ mice. To determine the suppressive function of WT and *Stim1/2*-deficient Treg cells in vitro, they were co-incubated with CFSE-labeled effector T cells. Although *Stim1/2*-deficient Treg cells had some suppressive effect on the proliferation of activated CD4^+^ and CD8^+^ T cells, their function was markedly impaired compared to WT Treg cells (Supplementary Figure 2c). To test the suppressive function of *Stim1/2*-deficient Treg cells in vivo, we co-transferred CD45.1^+^CD4^+^CD25^–^CD62L^hi^ naive WT T cells together with CD45.2^+^ WT or *Stim1/2*-deficient Treg cells into lymphocyte-deficient *Rag1*^*–/–*^ mice (Supplementary Figure 2d). In this model, functional Treg cells prevent the development of inflammatory bowel disease (IBD) characterized by the differentiation of naive CD4^+^ T cells into Th1 and Th17 cells and lymphocytic inflammation of the large intestine. We found that host mice receiving *Stim1/2*-deficient Treg cells had significantly reduced body weights 10–12 weeks after T cell transfer compared to mice receiving WT Treg cells (Fig. 2g) suggesting that SOCE in Treg cells is required to prevent IBD. Indeed, *Stim1/2*-deficient Treg cells failed to suppress the expansion of conventional T cells in spleens and mesenteric LNs (Fig. 2h) and their differentiation into Th1 and Th17 cells as indicated by increased IFNγ and IL-17 production, respectively, compared to WT Treg cells (Fig. 2i). Colon histologies showed immune cell infiltration, epithelial hyperplasia and goblet cell depletion in *Rag1*^*–/–*^ mice 12 weeks after co-transfer of *Stim1/2*-deficient Treg cells, whereas host mice co-transplanted with WT Treg cells showed no obvious signs of IBD (Supplementary Figure 2e). Together, these data demonstrate that SOCE is required for the suppressive function of effector Treg cells.

### CRAC channels control transcriptional identity of Treg cells

To understand at the molecular level how SOCE controls the immunosuppressive function of Treg cells, we performed transcriptional profiling of WT and *Stim1/2*-deficient Treg cells (Fig. 3 and Supplementary Figure 3). CD4^+^CD25^hi^YFPcre^–^ (WT) and CD4^+^CD25^hi^YFPcre^+^ (*Stim1/2*-deficient) Treg cells were isolated from healthy female heterozygous *Stim1/2*^*Foxp3*^ mice (as shown in Supplementary Figure 2a), left untreated or stimulated for 16 h with anti-CD3/CD28 in vitro and analyzed by RNA-sequencing (Fig. 3a). 

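Each sample was prepared from pooled spleen and lymph node cells of several female mice, and 8 libraries were analysed, 2 for each of 4 groups. The unstimulated WT libraries are numbered replicates 3 and 4, and the other groups hold replicates 1 and 2. Stimulated cells were kept for 16 h with 1 µg/ml of antibody. Unstimulated libraries shared one sequencing lane and stimulated libraries another, so that both genotypes lie within each lane, whereas the effect of stimulation cannot be told apart from a lane effect. Genotype is equally bound to the Foxp3-YFPcre allele, which the WT cells did not express. The deposited values are read counts per gene that the authors divided by 1 size factor per library, called normalized counts here. Whole reads were recovered from 100% of the values, with 11851853 to 16306540 reads per library counted on genes, and 1 read equalled 0.759 to 1.48 normalized counts. A group in which neither library had more than 3 reads on a gene was taken as at the floor, 2.28 to 4.43 normalized counts. The mitochondrial ribosomal RNA mt-Rnr2 took 9.78% to 22.1% of the reads of a library. Of 52459 genes listed by symbol, the 15419 with a mean of at least 10 normalized counts were tested with limma on log2 values after adding a pseudocount of 1, in 1 model of the 4 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold. Fold changes are those of libraries labelled Stim1/2-deficient over WT, each from 2 libraries against 2, and standard deviations are of 2 libraries. Positions are on NCBIM37.
Stim1 lies on chromosome 7 from 109416338 to 109585362 and Stim2 on chromosome 5 from 54389762 to 54512296. In unstimulated cells, the 2 WT libraries had 1139 and 1377 normalized counts of Stim1, and those labelled Stim1/2-deficient had 1538 and 1868. The log2 fold change was 0.44 (standard error 0.20, limma adjusted p = 0.236). After stimulation, the counts of Stim1 were 645 and 673 in WT libraries and 552 and 642 in labelled libraries, a log2 fold change of -0.15 (limma adjusted p = 0.807). Stim2 had 906 and 908 normalized counts in unstimulated WT libraries against 904 and 744, a log2 fold change of -0.15 (standard error 0.20, limma adjusted p = 0.721). Its log2 fold change became 0.02 with the libraries rescaled to equal upper quartiles and 0.01 with quantile normalization, and without labelled replicate 2 it was -0.01. In stimulated cells, Stim2 had 665 and 782 against 620.2 and 696 normalized counts, with a log2 fold change of -0.13 (limma adjusted p = 0.827). The log2 fold changes of the stimulated cells ranged from -0.25 to -0.04 for Stim1 and from -0.25 to -0.02 for Stim2 with each library left out in turn, closest to 0 without labelled replicate 1 for Stim1 and without WT replicate 2 for Stim2. Orai1 in unstimulated cells had a log2 fold change of -0.68 (limma adjusted p = 0.233), or -0.17 without labelled replicate 1, and the 5 genes of the channel had a median of -0.15, which was 0.14 without labelled replicate 2. For YFP+ Treg cells of female mice the paper reports a lack of SOCE (Supplementary Figure 2b). In these libraries neither deleted gene was called, and counts per gene do not separate a deleted exon from the rest of a transcript. The libraries are therefore named by their labels, and every direction is that of libraries labelled Stim1/2-deficient.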

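Principal components were computed from the log2 values of the 15419 tested genes. The first component held 46.3% of the variance and placed the stimulated libraries, at 56.1 to 83.3, apart from the unstimulated libraries, at -95.4 to -44.1. The second component held 22.2% and placed the WT libraries, at 24.0 to 65.4, apart from the libraries labelled Stim1/2-deficient, at -76.5 to -21.8. The third component held 13.5%. Pearson's r across genes between libraries ranged from 0.937 to 0.979 within groups and from 0.822 to 0.960 between groups, and genes are not independent replicates. The mean r within groups was 0.956 over all tested genes and 0.779 over the 1000 genes with the highest variance. Each library is a pool of mice, so a spread above read sampling was certain beforehand, and only its size is given. The chi-square per degree of freedom between the recovered reads of a pair was 9.96 for unstimulated WT, 68.8 for unstimulated labelled, 11.6 for stimulated WT and 33.0 for stimulated labelled libraries.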

The gene expression profiles of unstimulated and anti-CD3/CD28-stimulated WT and *Stim1/2*-deficient Treg cells were clearly distinct (Supplementary Figure 3a). 

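In unstimulated cells, 517 genes were called lower and 213 higher in libraries labelled Stim1/2-deficient than in WT, so that 70.8% of called genes were lower. At an unadjusted p under 0.05, 1705 genes were lower and 1338 higher by more than 1.5-fold. Of the called genes, 439 lower and 182 higher exceeded 2-fold. The largest counts came from DESeq2 on the recovered reads of 8 libraries, with 828 lower and 496 higher, and the smallest from limma on the 4 unstimulated libraries alone, with 255 and 83. Rescaling the libraries to equal totals gave 353 lower and 241 higher genes (59.4% lower), and to equal upper quartiles 332 and 286 (53.7% lower). These scalings moved the median log2 fold change of all tested genes by 0.12 and 0.16. Both labelled libraries lay above both WT libraries for 26.5% of all tested genes and below them for 27.1%, where chance gives 16.7% each way. With each library left out in turn, no called gene changed its sign, and at least 516 of the 517 lower and 212 of the 213 higher genes stayed beyond 1.5-fold. The largest decreases among genes that moved the same way in both replicates were those of Ank3, Klrg1, Rnf152, Ky and Ednrb. Ank3 had 152 ± 32.7 normalized counts in WT and 5.76 ± 8.15 in labelled libraries (limma adjusted p = 0.0465), and its log2 fold change was -5.41, or -3.59 without labelled replicate 2. It was called by 2 of the 10 other fits that tested it, those with a pseudocount of 5 and with quantile normalization. Rnf152 was at least 24.1-fold and Ednrb at least 12.7-fold lower. The largest increases were those of C6, at least 63.8-fold higher, Ighe, at least 26.7-fold, Mrc1, C1qc, at least 26.9-fold, and Ppp1r9a, at least 19.6-fold. Labelled replicates 1 and 2 held 485 and 80.1 normalized counts of C6, 197 and 41.4 of C1qc and 137 and 36.1 of Ppp1r9a. The bounds of C6, C1qc and Ppp1r9a are therefore lower without labelled replicate 1. Mrc1, on chromosome 2 from 14151041 to 14253684, had 14.0 and 5.91 normalized counts in the WT libraries and 2702 and 346 in the labelled libraries. These 5 higher genes, Ky and Ednrb were not called with a pseudocount of 0.1, nor Ky on every gene with a value above 0, Mrc1 on genes with a mean of at least 100 and C6 and Ighe by DESeq2 on 8 libraries.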

Of 1238 differentially expressed genes (DEG) in non-stimulated WT and *Stim1/2*-deficient Treg cells, more genes were downregulated than upregulated (771 vs. 467) >two-fold (Fig. 3a, Supplementary Figure 3b, c). Similarly, in activated Treg cells more DEG were downregulated than upregulated (439 vs. 218) (Fig. 3a, Supplementary Figure 3b, c). 

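In stimulated cells, 17 genes were called lower and 25 higher in libraries labelled Stim1/2-deficient than in WT, each by more than 2-fold. At an unadjusted p under 0.05, 1072 genes were lower and 864 higher by more than 1.5-fold. A term for the replicate number, which both genotypes share in stimulated cells, gave more lower than higher genes, with 202 lower and 191 higher. DESeq2 gave the largest counts, with 394 lower and 299 higher genes on the 4 stimulated libraries and 301 and 243 on 8 libraries. The edgeR fit, limma on the 4 stimulated libraries and limma on every gene with a value above 0 each called 0 lower genes and 1 higher gene. With each library left out in turn, the 17 lower and 25 higher genes stayed beyond 1.5-fold. Both labelled libraries were above both WT libraries for 24.3% and below them for 23.1% of tested genes. The genes with the largest decreases were Prox1, at least 22.9-fold lower, Nckap5, at least 15.9-fold lower, Tnfrsf8, Naip6 and Ttbk1, and those with the largest increases were Ifit3, Ly6c1, Ifit1bl1, Igfbp4 and Gm37387. Ifit3 rose from 12.3 ± 0.226 to 174 ± 49.2 normalized counts (SD, n = 2), a log2 fold change of 3.69 (standard error 0.45, limma adjusted p = 0.0313), and was not called in the edgeR fit, on every gene with a value above 0 or on the 4 stimulated libraries alone.
Of the 517 genes called lower in unstimulated cells, 476 (92.1%) were also lower after stimulation, against 48.5% of all tested genes, and 15 were called. Of the 213 genes called higher, 186 (87.3%) were also higher, against 51.4% of all tested genes, and 8 were called. The median log2 fold change of these genes moved from -1.73 to -0.77 for the lower genes and from 1.61 to 0.55 for the higher genes. Since the genes were chosen by their change in unstimulated cells, smaller medians in other libraries were likely beforehand. They do not measure a weaker genotype difference. Whether the genotype difference itself changed with stimulation was tested as an interaction. No gene passed an adjusted p of 0.05 (0 genes), and 543 genes with a negative and 704 with a positive interaction of more than 1.5-fold passed an unadjusted p of 0.05. DESeq2 on 8 libraries gave 13 and 35 genes.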

We performed unbiased pathway enrichment and network analyses of DEG in unstimulated Treg cells to determine biological processes that are regulated by SOCE in Treg cells (Fig. 3b). 

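The pathway collections of Fig. 3b were not analysed here, and 39 lists of genes were tested in their place with camera at a preset correlation of 0.01, adjusted over 78 tests in both stimulation states. In unstimulated cells, 27 lists were lower and 5 were higher in libraries labelled Stim1/2-deficient than in WT. The rotation test fry called 20 lower and 2 higher lists, and camera with an estimated correlation called 0 lists, with 8 lower and 0 higher lists at an unadjusted p under 0.05. The 5 higher lists were B cell markers, myeloid markers, neutrophil markers, naive T cell genes and the complement cascade of Reactome, of which naive T cell genes and the complement cascade were also called by fry. B cell markers had a median log2 fold change of 1.54 over 16 genes (adjusted p = 8.7e-04) and 0.43 without labelled replicate 1, or 2.64 without labelled replicate 2. The 9 complement genes tested had a median of 1.94 (adjusted p = 8.5e-05), with both labelled libraries above both WT libraries for 7 genes, and 1.15 without labelled replicate 1. Naive T cell genes, of which 10 were higher and Ccr7 and Il7r lower, had a median of 0.84 over 12 genes (adjusted p = 0.00222), and 0.95 after stimulation (adjusted p = 7.8e-05). Genes of B cell receptor signaling in Reactome were lower by a median of -0.18 over 151 genes (adjusted p = 0.0184), were not called by fry, and had a median of -0.10 without labelled replicate 1 and -0.35 without labelled replicate 2.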

Although both upregulated and downregulated DEG were included in the analysis, the vast majority of pathways were negatively affected by the loss of SOCE in Tregs with the exception of one functional cluster (*humoral immune responses*) (Fig. 3b). The downregulated pathways were dominated by *DNA replication*, *chromosomal organization* and *cell cycle regulation*, but also included various metabolic and immunological processes, such as *mitochondrial respiration*, *nucleotide metabolism*, and *adaptive immune responses* (Fig. 3b, Supplementary Figure 4a).

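In unstimulated cells, 34 of 35 genes of the replication fork, among them the Mcm helicase and the DNA polymerases, were lower in libraries labelled Stim1/2-deficient, with a median log2 fold change of -1.06 (camera adjusted p = 6.3e-14). Both labelled libraries were below both WT libraries for 33 of these genes, and 14 were called. The Reactome list for DNA replication had a median of -0.60 over 96 genes (adjusted p = 6.6e-13), and that for chromosome maintenance -0.57 over 57 (adjusted p = 2.4e-07). The mitotic cell cycle list had a median of -0.42 over 374 genes, of which 305 were lower and 61 were called (adjusted p = 1.3e-12). Genes expressed in S phase had a median of -1.34 (adjusted p = 7.8e-18) and those expressed in G2 and M phases -1.90 (adjusted p = 7.8e-18). DNA repair genes had a median of -0.22 over 128 genes (adjusted p = 1.5e-04). Genes of nucleotide metabolism had a median of -0.46 over 66 genes (adjusted p = 5.6e-05), and 52 of them were lower. The adaptive immune list, with 22 genes called lower and 5 higher, had a median of -0.17 over 345 genes (adjusted p = 0.00894, or 0.0861 with quantile normalization, within a range of 0.00442 to 0.307 over all alternatives). Chromosome maintenance, nucleotide metabolism and DNA repair were not called by fry. No median changed sign with a library left out or under another scaling.
After stimulation, the medians were -0.65 for the replication fork (adjusted p = 9.5e-08), -0.17 for DNA replication (adjusted p = 0.00368), -0.33 for chromosome maintenance (adjusted p = 1.1e-05), -0.18 for the mitotic cell cycle (adjusted p = 8.9e-06) and -0.28 for nucleotide metabolism (adjusted p = 2.2e-04). Those of S phase genes and of genes of G2 and M phases were -0.73 (adjusted p = 6.3e-11) and -1.52 (adjusted p = 2.2e-18). DNA repair (-0.10, adjusted p = 0.0649), adaptive immunity (0.07, adjusted p = 0.401) and B cell receptor signaling (0.03, adjusted p = 0.640, with -0.01 without labelled replicate 1) did not pass the threshold. None of these lists was called by fry after stimulation. Labelled replicate 2 weighed on the values. Without it the medians were -0.29 for the replication fork, -0.06 for DNA replication, -0.16 for chromosome maintenance, -0.11 for the mitotic cell cycle, -0.35 for S phase, -0.94 for G2 and M phases and -0.01 for DNA repair. Without labelled replicate 1, the replication fork was at -1.05, DNA replication at -0.30, chromosome maintenance at -0.54, the mitotic cell cycle at -0.30, nucleotide metabolism at -0.45, DNA repair at -0.21 and adaptive immunity at 0.01.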

**Fig. 3:**
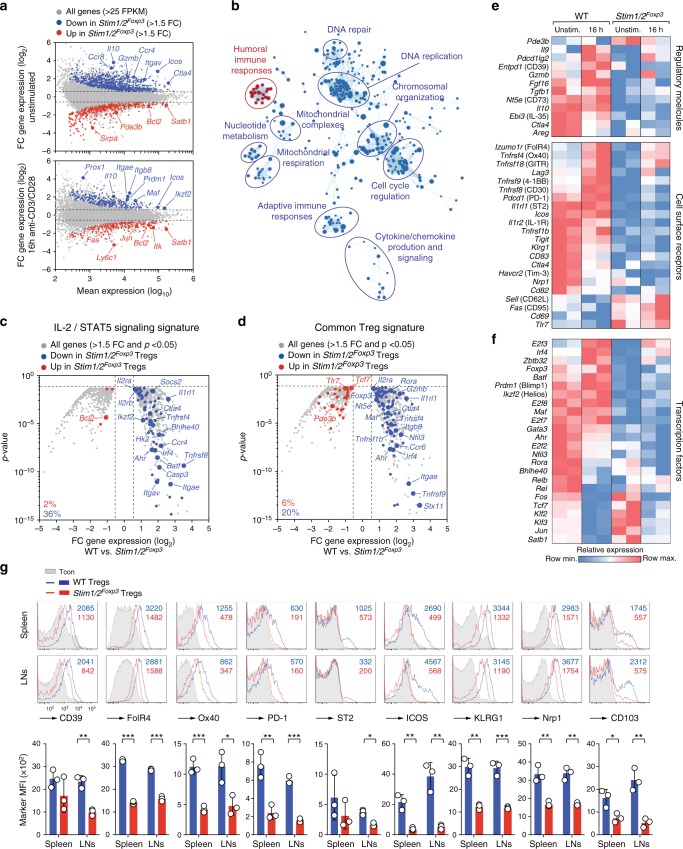
STIM1 and STIM2 control a complex transcriptional network in Treg cells. **a**–**f** Gene expression analysis of WT and *Stim1/2*-deficient Treg cells isolated from female heterozygous *Stim1/2*^*Foxp3*^ mice by RNA-sequencing. The isolation strategy of Treg cells is shown in Supplementary Figure 2a. **a** MA plots of differentially (>1.5-fold) expressed genes (DEG) in unstimulated WT and *Stim1/2*-deficient Treg cells and Treg cells stimulated with anti-CD3/CD28 for 16 h. Genes significantly (*p* < 0.05) upregulated and downregulated are depicted in red and blue, respectively. **b** Pathway and network analysis based on DEG in unstimulated WT and *Stim1/2*-deficient Treg cells. Downregulated and upregulated pathways are shown in blue and red, respectively. **c** Volcano plot of DEG (gray) between unstimulated WT and *Stim1/2*-deficient Treg cells overlaid with upregulated (red) or downregulated (blue) genes of the ‘IL-2/STAT5 signaling signature’^35^. **d** Volcano plot of DEG (gray) between unstimulated WT and *Stim1/2*-deficient Treg cells overlaid with upregulated (red) or downregulated (blue) genes of the ‘common Treg signature’^4^. **e** Heatmap analysis of selected DEG (>1.5-fold) encoding regulatory molecules (upper panel) and cell surface receptors (lower panel) in WT and *Stim1/2*-deficient Treg cells. **f** Heatmap of selected differentially expressed (>1.5 fold) transcription factors in WT and *Stim1/2*-deficient Treg cells. **g** Analysis of protein expression of DEG on conventional CD4^+^ T cells (Tcon), WT and *Stim1/2*-deficient Treg cells by flow cytometry. Bar graphs represent the means ± SEM of four mice. Statistical analysis in (**g**) by unpaired Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001

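The 18 genes that Fig. 3c names, among them Il2ra, Il2rb, Ctla4, Ikzf2, Irf4, Batf, Il1rl1 and Bcl2, were taken as a list, since the whole signature was not analysed here. In unstimulated cells, 17 of them were lower and Bcl2 was higher in libraries labelled Stim1/2-deficient than in WT, with both libraries of each genotype apart for all 18. The median log2 fold change was -1.91 (camera adjusted p = 3.3e-11) and stayed within -1.93 to -1.69 with each library left out. Over all genes tested, 14 were called lower and 1 higher, and adjusted over the list alone 17 were lower and 1 higher. The study picked these genes from the same libraries, so the second count is not independent evidence. After stimulation the median was -0.82 (adjusted p = 3.5e-06).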

Among the most suppressed gene sets in the absence of SOCE was the *IL-2/STAT5 signaling* pathway (Fig. 3c, Supplementary Figure 4b)^35^. 36% of all genes in this pathway were downregulated in *Stim1/2*-defcient Treg cells compared to 2% that were upregulated, suggesting that IL-2 signaling is strongly dependent on SOCE. This is intriguing because Treg development and function requires IL-2^36,37^. 

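Interleukin-2 signaling genes listed by Reactome, which were not picked from these libraries, had a median log2 fold change of -0.18 over 41 genes in unstimulated cells labelled Stim1/2-deficient (camera adjusted p = 0.298). Of these genes, 24 were lower, 2 were called lower and 0 were called higher. The median was -0.27 without labelled replicate 2, and it was 0.12 after stimulation (adjusted p = 0.475), or 0.07 without labelled replicate 1. In 3 of the 41 genes, 1 group was at the floor in unstimulated cells, and with these genes at their bound the median, to 2 decimals, did not change. The Reactome list is not the IL-2/STAT5 signature of Fig. 3c, and its median does not test that signature. From the shares of the IL-2/STAT5 signature that fell and rose, the paper proposes that IL-2 signaling depends strongly on SOCE.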

Besides canonical signaling through STAT5, IL-2 activates phosphatidylinositol 3-OH kinase (PI3K) upstream of the metabolic master regulator mechanistic target of rapamycin (mTOR). Although Treg cells express high levels of PTEN that antagonizes PI3K activity^38^, mTOR is constitutively active in Treg cells^39^. 

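Of mTOR genes, the Reactome list of mTOR signalling was analysed, which is not the signature of Supplementary Figure 4b. Its median log2 fold change over 25 genes was -0.08 in unstimulated cells (camera adjusted p = 0.976) and -0.01 in stimulated cells (adjusted p = 0.873), and 0 genes were called in either state. In unstimulated libraries labelled Stim1/2-deficient, 14 genes were lower and 11 higher than in WT. The median moved from -0.17 without WT replicate 4 to 0.13 without labelled replicate 1, and in stimulated cells from -0.04 without WT replicate 1 to 0.07 without labelled replicate 1. The direction given by camera in unstimulated cells was reversed with the libraries rescaled to equal totals and with quantile normalization (adjusted p = 0.861 and 0.641, within a range of 0.551 to 0.993 over the alternatives), so that no direction can be given for this list.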

The *mTORC1 signaling gene expression signature* was muted in *Stim1/2*-deficient Treg cells compared to controls (Supplementary Figure 4b, c) consistent with the notion that IL-2 sensitivity is reduced. IL-2 and mTOR signaling control the proliferation and function of Treg cells, at least in part, by regulating glycolysis, mitochondrial respiration and fatty acid oxidation (FAO)^38–40^. We found that the proliferation of *Stim1/2*-deficient Treg cells in vivo was decreased compared to their WT counterparts (Supplementary Figure 4d), which correlated with impaired expression of several metabolic pathways including glycolysis, OXPHOS, and TCA cycle (Supplementary Figure 4e). These data indicate that SOCE controls Treg metabolism through IL-2 signaling and mTOR activation.

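In unstimulated cells, 15 of 19 glycolytic enzymes were lower in libraries labelled Stim1/2-deficient, with a median log2 fold change of -0.44 (camera adjusted p = 5.8e-04). The median was -0.67 without WT replicate 4, and 5 enzymes were called. The glycolysis list of Reactome had a median of -0.37 over 24 genes (adjusted p = 0.0409), and -0.23 without WT replicate 3. Of 18 TCA cycle enzymes, 16 were lower and 2 were called, with a median of -0.46 (adjusted p = 3.1e-04), and the TCA cycle list of Reactome held the same 18 genes. Of 64 genes of respiratory electron transport, 61 were lower and 7 were called, and both labelled libraries were below both WT libraries for 48. Their median was -0.52 (adjusted p = 1.8e-10). Neither glycolysis list was called by fry, whereas the TCA cycle and electron transport were.
After stimulation, glycolytic enzymes had a median of -0.29 (adjusted p = 0.0347), or -0.18 without labelled replicate 2, and were not called by fry or with a term for the replicate number (adjusted p = 0.0752). The glycolysis list of Reactome, at -0.14 (adjusted p = 0.364, -0.08 without labelled replicate 2 and -0.25 without WT replicate 2), TCA cycle enzymes, at -0.12 (adjusted p = 0.170, 0.01 without labelled replicate 2 and -0.30 without labelled replicate 1), and electron transport, at -0.03 (adjusted p = 0.526, 0.05 without WT replicate 2 and -0.10 without WT replicate 1), did not pass the threshold.

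**Figure D1:**
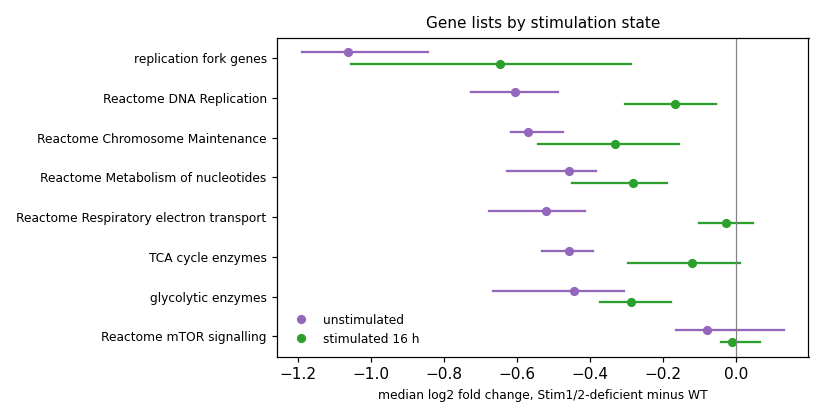
Median log2 fold change of 8 gene lists, libraries labelled Stim1/2-deficient minus WT, on the horizontal axis, with purple for unstimulated cells and green for cells stimulated for 16 h, points for the medians and horizontal lines for the range with each library left out. In unstimulated cells the medians lie between -1.06 for replication fork genes and -0.08 for mTOR signalling, whose sign flips under another scaling. Electron transport lies at -0.52 in unstimulated and -0.03 in stimulated cells.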

Because IL-2 and mTOR signaling is critical for the maintenance, differentiation, and function of Treg cells^36,39^, we compared DEGs in WT and *Stim1/2*-deficient Treg cells to the *common Treg gene expression signature*^4^ that represents their transcriptional identity and distinguishes Treg from conventional T cells (Fig. 3d). 

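The 21 genes named in Fig. 3d, among them Foxp3, Ctla4, Il2ra, Itgae, Tnfrsf9, Ahr, Rora and Tcf7, stood for the common Treg signature, which was not analysed as a whole here. In unstimulated libraries labelled Stim1/2-deficient, 18 were lower and 3 higher than in WT, without overlap between the libraries of the genotypes, and the median log2 fold change was -1.90 (camera adjusted p = 6.6e-10). Over all genes tested, 16 were called lower and 0 higher, and adjusted over the list alone 18 were lower and 3 higher, which is not independent evidence for genes chosen from these libraries. In stimulated cells the median was -1.04 (adjusted p = 1.7e-06), with 15 genes lower and 2 higher without overlap.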

More than 25% of all Treg-specific genes were deregulated in the absence of STIM1/STIM2 with the vast majority of transcripts being decreased (Fig. 3d). 

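Foxp3, on chromosome X from 7156802 to 7172369, had 9079.5 ± 1302 normalized counts (SD, n = 2) in unstimulated WT libraries and 4602 ± 488 in libraries labelled Stim1/2-deficient, a log2 fold change of -0.98 (standard error 0.26, limma adjusted p = 0.0591). It was not called, and was called by DESeq2 and by limma on genes with a mean of at least 100. Its log2 fold change stayed within -1.12 to -0.83 with each library left out. The YFPcre allele of the labelled cells lies in the same gene. Ctla4, on chromosome 1 from 60943844 to 60972676, fell from 36261 ± 1616 to 11835 ± 7775 normalized counts, a log2 fold change of -1.79 (standard error 0.37, limma adjusted p = 0.0271). Without labelled replicate 1 its log2 fold change was -1.06, and it was not called when every gene with a value above 0 or only the 4 unstimulated libraries were fitted. Itgb8 decreased from 869 ± 79.3 to 199 ± 109 normalized counts (log2 fold change -2.24, limma adjusted p = 0.0181). The counts of Itgae were 3633 ± 319 in WT and 480.0 ± 241 in labelled libraries (log2 fold change -3.01, limma adjusted p = 0.00803). Tnfrsf9, on chromosome 4 from 150288671 to 150320211, had 3035 ± 117 against 358 ± 7.23 normalized counts, a log2 fold change of -3.08 (standard error 0.18, limma adjusted p = 1.2e-04).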

Among those genes were key markers of Treg cells, such as *Foxp*3, *Ctla4*, *Itgb8* (integrin β8)*, Itgae* (integrin α_E_), and *Tnfrsf9* (4-1BB) (Fig. 3d) suggesting that SOCE is required to maintain Treg identity. In addition, expression of numerous molecules with regulatory function in Treg cells including *Il10*, *Tgfb1*, *Ebi3* (IL-35), *Entpd1* (CD39), and *Areg* (Amphiregulin), as well as cell surface receptors, such as *Tnfrsf4* (Ox40), *Tnfrsf18* (GITR), *Pdcd1* (PD-1), *Icos*, *Tigit*, *Havcr2* (Tim-3), and *Nrp1*, was impaired in *Stim1/2*-deficient Treg cells compared to WT controls (Fig. 3e, g). Furthermore, expression of many transcription factors that control the differentiation and function of effector Treg cells was dependent on STIM1/STIM2 (Fig. 3f). For instance, *Irf4*, *Batf*, *Prdm1* (Blimp-1), *Ikzf2* (Helios), *Maf*, *Gata3*, *Ahr*, *Rora*, and *Rel* (p65/Rel-A) were downregulated, whereas expression of *Tcf7* (TCF-1) and *Klf2*, which antagonize Treg effector differentiation, were increased in *Stim1/2*-deficient Treg cells (Fig. 3f). Collectively, our data demonstrate that SOCE controls the identity of Treg cells by regulating the expression of transcription factors and molecules that are critical for the function and differentiation of effector Treg cells.

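Of the 12 genes named here, 8 were called lower in unstimulated libraries labelled Stim1/2-deficient, and Tgfb1, Ebi3, Entpd1 and Nrp1 were not called. Il10, on chromosome 1 from 132916422 to 132921551, fell from 904 ± 27.1 to 53.2 ± 4.07 normalized counts, a log2 fold change of -4.06 (standard error 0.36, limma adjusted p = 0.00106). Areg fell from 1538 ± 86.4 to 305 ± 198 (log2 fold change -2.50, limma adjusted p = 0.0111). Tgfb1 had 1164 ± 156 normalized counts in WT and 841 ± 132 in labelled libraries, a log2 fold change of -0.47 (standard error 0.20, limma adjusted p = 0.202), or -0.31 without labelled replicate 1. The counts of Ebi3 were 86.3 and 79.8 in WT and 18.9 and 2.67 in labelled libraries (log2 fold change -3.30, limma adjusted p = 0.0557), with a log2 fold change of -2.08 without labelled replicate 2. Ebi3 was called with a pseudocount of 5, with quantile normalization and by DESeq2. Entpd1 had 567 ± 78.9 normalized counts in WT and 424 ± 254 in labelled libraries (log2 fold change -0.55, limma adjusted p = 0.405), and its direction rested on a single library, with 0.10 without labelled replicate 2 and -1.20 without labelled replicate 1. Nrp1 decreased from 3036 ± 124 to 1852 ± 320.3 (log2 fold change -0.72, limma adjusted p = 0.122). Tnfrsf4 fell from 2812 ± 200.0 to 819 ± 506 (log2 fold change -1.93, or -1.25 without labelled replicate 1, limma adjusted p = 0.0181) and was not called on the 4 unstimulated libraries alone. Tnfrsf18 fell from 1599 ± 95.0 to 723 ± 342 (log2 fold change -1.23, or -0.73 without labelled replicate 1, limma adjusted p = 0.0486), and 6 of the 11 other fits did not call it.
Over the 12 regulatory molecules of Fig. 3e, 11 were lower and 5 were called, with a median log2 fold change of -1.33 (camera adjusted p = 5.0e-05), or -1.31 with the 2 genes at the floor set at their bound. Over the 22 surface receptors, 18 were lower and 16 were called, with a median of -2.06 (adjusted p = 6.0e-10). Adjusted over the list alone, 8 regulatory molecules and 18 receptors were lower and 1 of each was higher, a count that is not independent evidence for genes picked from these libraries. After stimulation the medians were -1.02 (adjusted p = 2.2e-04) and -0.97 (adjusted p = 2.4e-04), and fry did not call the former.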

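Over the 24 transcription factors of Fig. 3f in unstimulated cells, 18 were lower and 6 higher in libraries labelled Stim1/2-deficient, and the median log2 fold change was -1.34 (camera adjusted p = 8.3e-07). Of these, 14 were called lower and 1, Klf3, was called higher. Adjusted over the list alone, 18 were lower and 5 higher, which is not independent evidence for factors selected from these libraries. In stimulated cells the median was -0.82 (adjusted p = 0.00757), with 14 factors lower and 8 higher without overlap between genotypes.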

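Irf4, on chromosome 13 from 30841095 to 30858796, had 3520.4 ± 31.7 normalized counts in unstimulated WT libraries and 946 ± 119 in libraries labelled Stim1/2-deficient, a log2 fold change of -1.90 (standard error 0.27, limma adjusted p = 0.00880). Batf fell from 807 ± 104 to 193 ± 44.4 normalized counts (log2 fold change -2.07, limma adjusted p = 0.00593). Ikzf2 decreased from 19330.2 ± 533 to 8815 ± 590.1 (log2 fold change -1.13, limma adjusted p = 0.0142) and was not called on the 4 unstimulated libraries alone. The counts of Ahr were 1559 ± 114 and 484 ± 33.4, a log2 fold change of -1.69 (standard error 0.22, limma adjusted p = 0.00593). Maf had 3362 ± 318 against 1093 ± 601 normalized counts (log2 fold change -1.73, or -1.14 without labelled replicate 2, limma adjusted p = 0.0381), and 6 of the 11 other fits did not call it. Rora went from 24892 ± 587 to 6268 ± 5454 (log2 fold change -2.33, or -1.30 without labelled replicate 1, limma adjusted p = 0.0302), and was not called by edgeR, on every gene with a value above 0 or on the 4 unstimulated libraries alone. Gata3 and Rel were not called. Gata3 had 1573 ± 106 and 896 ± 158 normalized counts (log2 fold change -0.82, limma adjusted p = 0.0569), and was called with a pseudocount of 5, on genes with a mean of at least 100 and by DESeq2 on 8 libraries. Rel had 30588 ± 2303 and 12890.1 ± 7450.1 (log2 fold change -1.38, or -0.75 without labelled replicate 1, limma adjusted p = 0.0549), and was called in these fits, with quantile normalization and by DESeq2 on 4 libraries.
Tcf7, on chromosome 11 from 52065873 to 52096681, had 3217 ± 355 normalized counts in WT and 4946 ± 391 in labelled libraries, a log2 fold change of 0.62 (standard error 0.17, limma adjusted p = 0.0709). It was not called, and was called with the libraries rescaled to equal totals or to equal upper quartiles, with quantile normalization and by DESeq2 on 8 libraries. Klf2 had 672 ± 102 and 1239.9 ± 179 normalized counts (log2 fold change 0.88, limma adjusted p = 0.191), and none of the 11 other fits called it.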

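For 91 genes that the figures and the Discussion name, the change of the genotype difference between unstimulated and stimulated cells was tested. Adjusted over the list alone, 13 of the 91 passed, which is not independent evidence for genes chosen from these libraries, and 0 passed over all genes tested. The smallest p was that of Icos, with an interaction of 1.99 on the log2 scale (limma adjusted p = 0.109 over all genes tested). From the lower expression of these transcription factors and effector molecules, the paper concludes that SOCE controls the identity of Treg cells.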

### SOCE controls Tfr cell differentiation and autoimmunity

Among the most significantly downregulated genes in *Stim1/2*-deficient Treg cells were *Pdcd1* (PD-1), *Icos*, and *Prdm1* (Blimp-1) (Fig. 4a). This was intriguing because these molecules are commonly used to identify Tfr cells. 

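Icos, on chromosome 1 from 61034771 to 61057164, fell from 14073 ± 448 normalized counts (SD, n = 2) in unstimulated WT libraries to 1899 ± 281 in libraries labelled Stim1/2-deficient, a log2 fold change of -2.90 (standard error 0.18, limma adjusted p = 1.2e-04). Pdcd1, on chromosome 1 from 95934884 to 95949130, fell from 281 ± 29.8 to 60.9 ± 12.0 normalized counts, a log2 fold change of -2.20 (standard error 0.33, limma adjusted p = 0.0104). Prdm1, on chromosome 10 from 44156983 to 44248307, fell from 1844 ± 293 to 289 ± 131, a log2 fold change of -2.74 (standard error 0.33, limma adjusted p = 0.00538). The 3 genes were called in each of the 11 other fits. With each library left out, no log2 fold change moved by more than 1.5 times, and they stayed within -3.05 to -2.74 for Icos and -3.22 to -2.26 for Prdm1.

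**Figure D2:**
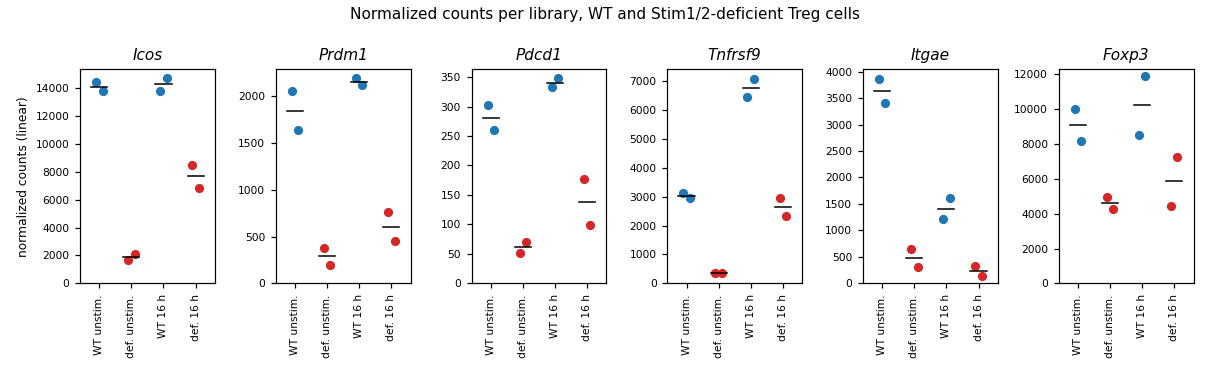
Normalized counts of Icos, Prdm1, Pdcd1, Tnfrsf9, Itgae and Foxp3 on linear vertical axes that start at 0, for WT (blue) and Stim1/2-deficient (red, as labelled) Treg cells, unstimulated and after 16 h of stimulation, with a point for each library and a black line at the mean of 2. Unstimulated Icos means are 14073 in WT and 1899 in labelled libraries, and those of Foxp3 are 9079.5 and 4602.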

We therefore compared all DEGs in WT and *Stim1/2*-deficient Treg cells to the *Tfr cell gene expression signature* defined previously^8^. We observed that more than 35% of all Tfr-specific genes were deregulated in *Stim1/2*-deficient Treg cells with the vast majority being decreased (Fig. 4a). This finding suggested that SOCE is crucial for the differentiation of Tfr cells. Indeed, CD44^+^CXCR5^hi^PD-1^hi^ Tfr cells were virtually absent in the secondary lymphoid organs of male *Stim1/2*^*Foxp3*^ mice compared to WT littermate controls (Fig. 4b). 

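Of the Tfr signature, the 16 genes named in Fig. 4a were analysed, and not the whole. In unstimulated libraries labelled Stim1/2-deficient, 14 were lower and 2, Tlr7 and Satb1, were higher, without overlap between the libraries of the genotypes. The median log2 fold change was -2.13 (camera adjusted p = 1.8e-10) and stayed within -2.33 to -2.01 with each library left out. Over all genes tested, 13 were called lower and 0 higher, and adjusted over the list alone 14 were lower and 2 higher, which is not independent evidence for genes picked from these libraries. After stimulation, the median was -1.20 (adjusted p = 3.0e-06) and 4 were called lower.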

As a consequence, male *Stim1/2*^*Foxp3*^ mice showed spontaneous formation of PNA^+^ GCs in their cervical LNs (Fig. 4c) and a marked accumulation of CD38^–^GL.7^+^ GC B cells in their spleens and LNs (Fig. 4d). Consistent with spontaneous GC formation (Fig. 4c, d) and elevated serum Ig levels (Fig. 2e), we found a broad spectrum of autoantibodies in the sera of male *Stim1/2*^*Foxp3*^ mice, including antibodies against RNP/Sm, Ro/SSA, and Proteinase 3, which were absent in WT littermate controls (Fig. 4e). The sera of *Stim1/2*^*Foxp3*^ mice also tested positive for antinuclear autoantibodies (ANA) and autoantibodies with a fine fibrous cytosolic staining pattern consistent with antimitochondrial antibodies (AMA) (Supplementary Figure 5a). Together these findings suggest that SOCE is required for the differentiation of Tfr cells and their ability to prevent spontaneous, likely autoantigen-driven, B cell maturation, and the production of autoantibodies.

**Fig. 4:**
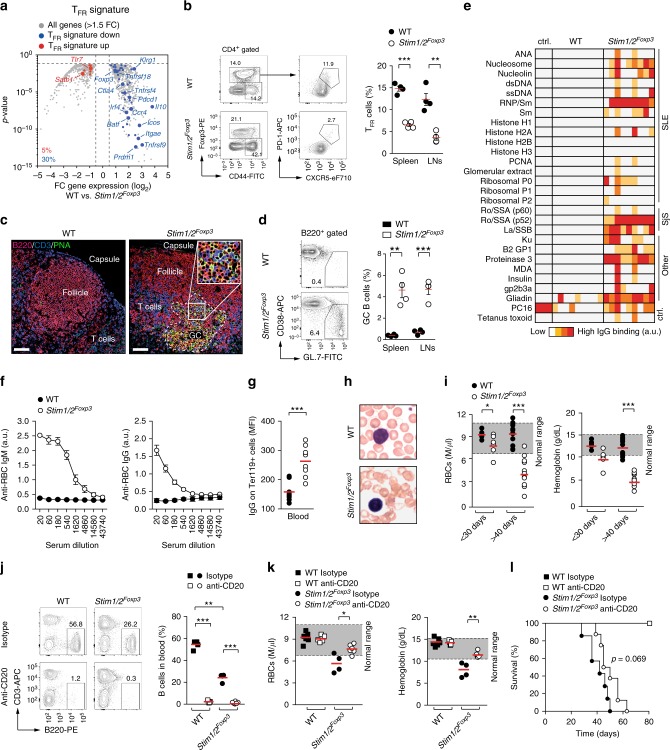
Follicular Treg (Tfr) cell differentiation and prevention of autoantibody production depend on STIM1/STIM2. **a** Volcano plot of DEG in unstimulated WT and *Stim1/2*-deficient Treg cells overlaid with upregulated (red) or downregulated (blue) genes of the ‘Tfr cell signature’^8^. **b** Analysis of Tfr cells in the spleen and LNs of male WT and *Stim1/2*^*Foxp3*^ mice; means ± SEM of four mice. **c** Representative immunofluorescence of PNA^+^ germinal centers (GCs) in submandibular LNs of untreated male WT and *Stim1/2*^*Foxp3*^ mice; scale bar: 200 µm. **d** Analysis of GC B cells in male WT and *Stim1/2*^*Foxp3*^ mice; means ± SEM of four mice. **e** Detection of IgG autoantibodies in the sera of male WT and *Stim1/2*^*Foxp3*^ mice using a multiplexed auto-antigen array. Sera of 9–11 individual mice were tested. **f** Analysis of anti-red blood cell (RBC) IgG and IgM autoantibodies using ELISA; means ± SEM of six mice. **g** Detection of relative IgG binding to RBCs of male WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means of eight mice. **h** Representative blood smears of WT and *Stim1/2*^*Foxp3*^ mice; scale bar: 10 µm. **i** Analyses of RBC counts and hemoglobin levels in the blood of young (<30 days) and older (>40 days) male WT and *Stim1/2*^*Foxp3*^ mice; means of 6–13 mice. **j**–**l** Depletion of B cells in *Stim1/2*^*Foxp3*^ mice inhibits RBC destruction but not the premature death of mice. **j** Analysis of blood B cells of male WT and *Stim1/2*^*Foxp3*^ mice 4 days after injection of 1 mg isotype or 1 mg anti-CD20 (5D2) antibody; means of 4–6 mice. **k** RBC counts and hemoglobin levels in the blood of WT and *Stim1/2*^*Foxp3*^ mice 2–4 weeks after antibody injection; means of 4–6 mice. **l** Cumulative survival of WT and *Stim1/2*^*Foxp3*^ mice after antibody injection; 8–10 mice per cohort. Mean survival times (MST): *Stim1/2*^*Foxp3*^ mice isotype control: 42.0 days; *Stim1/2*^*Foxp3*^ mice anti-CD20: 47.5 days; WT mice: >80 days. Each dot in **g**, **j** and **l** represents one mouse. Statistical analysis in **b**, **d**, **g**, **i**–**k** by unpaired Student’s *t*-test; in (**l**) using the Mantel–Cox test. *p < 0.05; **p < 0.01; ***p < 0.001

Most patients with inherited mutations in *STIM1* and *ORAI1* that abolish SOCE develop humoral autoimmunity, which includes autoantibodies against red blood cells (RBCs) and AIHA (Supplementary Table 1)^26^. We therefore tested if *Stim1/2*^*Foxp3*^ mice develop anti-RBC autoantibodies and AIHA (Fig. 4f–i). The sera of male *Stim1/2*^*Foxp3*^ mice contained high titers of both IgM and IgG anti-RBC autoantibodies (Fig. 4f) and showed significantly increased IgG binding to Ter119^+^ erythrocytes (Fig. 4g). Furthermore, peripheral blood smears revealed abnormal clumping and agglutination of *Stim1/2*-deficient RBCs and pathological alterations in their size and shape compared to RBCs of WT mice (Fig. 4h) indicative of AIHA. With increasing age, male *Stim1/2*^*Foxp3*^ mice became progressively anemic with low RBC counts and hemoglobin levels (Fig. 4i, Supplementary Figure 5b). To demonstrate the pathogenicity of anti-RBC autoantibodies, we transferred serum from male WT or *Stim1/2*^*Foxp3*^ mice into WT recipient mice. Serum from *Stim1/2*^*Foxp3*^ (but not WT) mice caused a significant reduction of RBCs and hemoglobin levels in recipient mice (Supplementary Figure 5c) demonstrating that anti-RBC autoantibodies in *Stim1/2*^*Foxp3*^ mice cause anemia. To further evaluate the role of self-reactive B cells and autoantibodies in the immunopathology of *Stim1/2*^*Foxp3*^ mice, we depleted their peripheral B cells by injection of anti-CD20 antibody into 2–3 weeks old WT and *Stim1/2*^*Foxp3*^ mice (Fig. 4j–l). A single injection was sufficient to completely eliminate B cells in the blood of WT and *Stim1/2*^*Foxp3*^ mice as early as 4 days post-injection and for more than 4 weeks (Fig. 4j). Ablation of B cells significantly increased RBC numbers and hemoglobin levels in *Stim1/2*^*Foxp3*^ mice (Fig. 4k) corroborating the role of autoreactive B cells in the development of AIHA in these mice. Although anti-CD20 treatment ameliorated AIHA, B cell depletion only marginally delayed the premature death of *Stim1/2*^*Foxp3*^ mice (Fig. 4l) indicating that autoantibodies only partly explain their immunopathology. Collectively, our findings demonstrate that SOCE controls the differentiation of Treg cells into Tfr cells and is required to prevent humoral autoimmunity including AIHA.

### Differentiation of tissue-resident Treg cells requires SOCE

Because B cell depletion was not sufficient to prevent the premature death of *Stim1/2*^*Foxp3*^ mice, SOCE in Treg cells must have additional functions besides controlling Tfr cell differentiation and preventing autoantibody production. 

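Among effector and tissue-resident genes, 1 of 8 was called lower in stimulated libraries labelled Stim1/2-deficient, Tnfrsf9, with 6752 ± 448 normalized counts in WT and 2651 ± 447 in labelled libraries (log2 fold change -1.36, limma adjusted p = 0.0356). It was not called by edgeR, on every gene with a value above 0 or on the 4 stimulated libraries alone. The log2 fold change was -1.36 for Pdcd1 (limma adjusted p = 0.106), -0.90 for Icos (limma adjusted p = 0.0661) and -2.10 for Havcr2 (limma adjusted p = 0.0832), each called by DESeq2, and Icos and Havcr2 also with the term for the replicate number. It was -3.93 for Il1rl1 (limma adjusted p = 0.0627), or -2.41 without labelled replicate 2, which was called with quantile normalization, with this term and by DESeq2 on 8 libraries. For Klrg1 it was -3.75 (limma adjusted p = 0.137), or -2.10 without labelled replicate 2. Tnfrsf18 (log2 fold change -0.14, limma adjusted p = 0.891) was at 0.07 without labelled replicate 1, and Areg (-0.09, limma adjusted p = 0.953) at 0.04 without labelled replicate 2, so that neither has a direction in stimulated cells.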

Our transcriptome analyses had shown that many molecules typically expressed in effector Treg cells (e.g. 4-1BB, PD-1, ICOS, and GITR) and tissue-resident Treg cells (e.g. ST2, KLRG1, Amphiregulin, and Tim-3)^6,41^ were significantly downregulated in *Stim1/2*-deficient compared to WT Treg cells (Fig. 3e, f). We therefore evaluated whether inflammation of non-lymphoid organs contributes to the immunopathology of *Stim1/2*^*Foxp3*^ mice. Leukocytic infiltrates and signs of tissue inflammation were found in the skin, liver, lungs, and BM of all *Stim1/2*^*Foxp3*^ mice examined, whereas inflammation of the pancreas, kidneys, small and large intestine was observed in some but not all animals (Fig. 5a, b). To distinguish between intravascular and tissue-resident immune cells in these organs, we injected WT and *Stim1/2*^*Foxp3*^ mice with fluorescently conjugated anti-CD45 antibodies, which label intravascular but not tissue resident immune cells (Supplementary Figure 6a)^42^. We observed a marked accumulation of CD4^+^ and CD8^+^ tissue-resident T cells in the lung (Fig. 5c), liver (Fig. 5d), and skin (Supplementary Figure 6b) of *Stim1/2*^*Foxp3*^ compared to WT mice. No significant accumulation of γδ T cells in the skin of *Stim1/2*^*Foxp3*^ mice was observed (Supplementary Figure 6b). In the liver, dense lymphocytic infiltrates were found in the portal tract surrounding the hepatic bile ducts (Fig. 5b), a finding that is consistent with the presence of AMA (Figure Supplementary 5a) and primary biliary cholangitis (PBC)-like disease, a chronic autoimmune disorder in humans. Inflammatory cytokines were markedly increased in the liver of *Stim1/2*^*Foxp3*^ compared to WT mice with a pronounced elevation of IL-1β and the Th2 cytokines IL-4, IL-9, and IL-13 (Fig. 5e). In line with hepatic inflammation, the levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), and bilirubin in the sera of *Stim1/2*^*Foxp3*^ mice were significantly elevated (Fig. 5f).

**Fig. 5:**
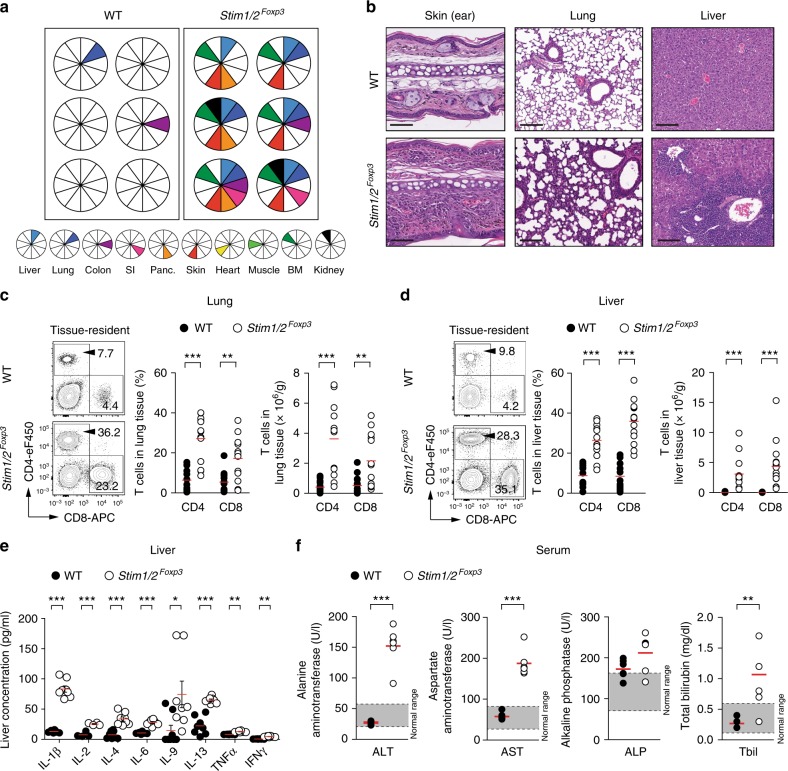
Deletion of *Stim1* and *Stim2* genes in Treg cells causes severe tissue inflammation. **a**, **b**  Leukocytic infiltration and signs of tissue inflammation in various non-lymphoid organs of male WT and *Stim1/2*^*Foxp3*^ mice by histopathology. **a** Each pie chart represents the analysis of one mouse. **b** Representative examples of H&E-stained tissue sections of skin, lung, and liver; scale bars represent 150 µm. **c**, **d** Analysis of tissue-resident CD4^+^ and CD8^+^ T cells in the lung (**c**) and liver (**d**) of male WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means of 12–15 mice. See Supplementary Figure 7 h, i for the gating strategy of tissue-resident T cells. **e** Detection of cytokines in total liver homogenates of male WT and *Stim1/2*^*Foxp3*^ mice; means ± SEM of 4–8 mice. **f** Analysis of alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), and total bilirubin (Tbil) concentrations in the sera of male WT and *Stim1/2*^*Foxp3*^ mice by clinical chemistry; means of six mice. Each dot in **c**, **d**, and **f** represents one mouse. Statistical analysis in **c**–**f** by unpaired Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001

Multiorgan inflammation in *Stim1/2*^*Foxp3*^ mice could be due to reduced numbers or function of tissue resident Treg cells. We analyzed the numbers of Foxp3^+^ Treg cells in the parenchyma of inflamed organs of *Stim1/2*^*Foxp3*^ mice and found a striking decrease in Treg cells in the BM, liver, lungs, and skin of male *Stim1/2*^*Foxp3*^ compared to WT mice (Fig. 6a, Supplementary Figure 6c). This lack of tissue resident Treg cells was in contrast to comparable Treg frequencies in secondary lymphoid organs and blood of WT and *Stim1/2*^*Foxp3*^ mice (Fig. 1c, Fig. 6a) suggesting that SOCE controls the differentiation of tissue resident Treg cells, their maintenance or tissue homing. This interpretation is complicated by the fact that tissue inflammation in male *Stim1/2*^*Foxp3*^ mice may have secondary effects on the numbers of tissue resident Treg cells. To circumvent this limitation, we used two strategies to analyze tissue resident Treg cells in a non-inflamed environment. First, we analyzed WT and *Stim1/2*-deficient tissue resident Treg cells in female heterozygous *Stim1/2*^*Foxp3*^ mice (Fig. 6b) that do not develop autoimmunity (Supplementary Figure 3a). Second, we reconstituted lymphopenic *Rag1*^*–/–*^ mice with BM from CD45.1^+^ WT and CD45.2^+^ *Stim1/2*^*Foxp3*^ mice to generate mixed BM chimeras (Fig. 6c). In both models, *Stim1/2*-deficient Treg cells were present in the thymus, spleen, and lymph nodes but were nearly absent in the parenchyma of BM, liver, and lungs (Fig. 6b, d). These results confirm the findings in male *Stim1/2*^*Foxp3*^ mice (Fig. 6a) and demonstrate that SOCE controls tissue residency of Treg cells in a cell-intrinsic manner.

**Fig. 6:**
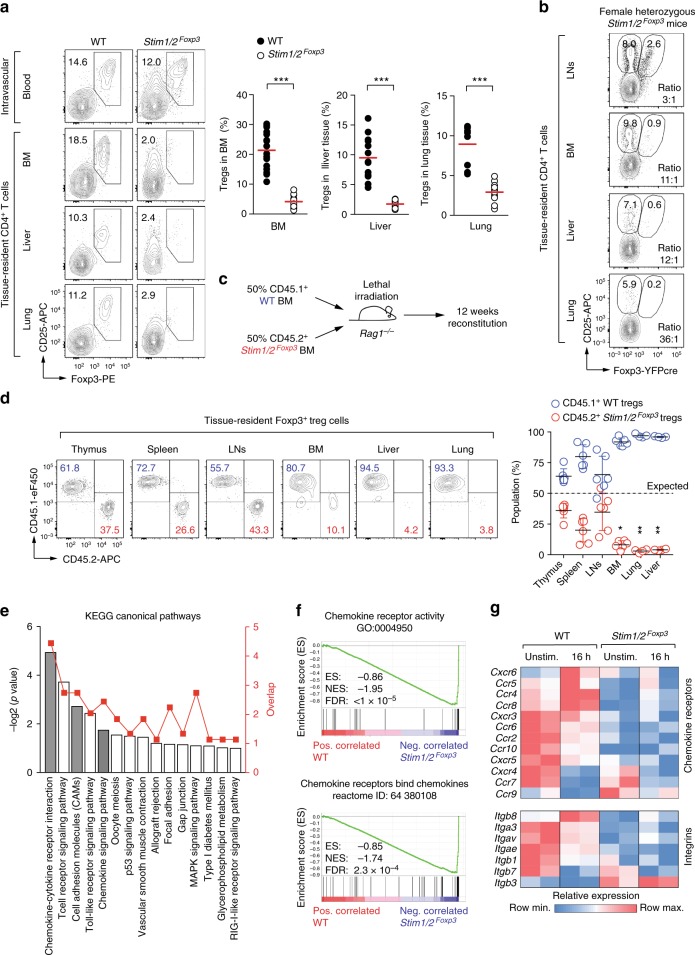
STIM1 and STIM2 control the differentiation and trafficking of tissue-resident Treg cells. **a** Analysis of intravascular and tissue-resident Foxp3^+^ Treg cells in the parenchyma of BM, liver, and lung of male WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry; means of 10–13 mice. For the gating strategy of tissue-resident Treg cells see Supplementary Figure 7i. **b** Analysis of WT and *Stim1/2*-deficient Treg cells in LNs and the parenchyma of BM, liver, and lung of female heterozygous WT and *Stim1/2*^*Foxp3*^ mice by flow cytometry. Data is representative of three mice; for the gating strategy of tissue-resident Treg cells see Supplementary Figure 7i. **c** Generation of mixed BM chimeric mice using T cell-depleted BM from male CD45.1^+^ WT mice and BM from male CD45.2^+^ *Stim1/2*^*Foxp3*^ mice at a 1:1 ratio. **d** Analysis of tissue-resident Treg cells in mixed BM chimeras. Distribution of CD45.1^+^ WT and CD45.2^+^ *Stim1/2*-deficient Treg cells in the thymus, spleen, and LNs, as well as the parenchyma of BM, liver, and lung analyzed by flow cytometry; means ± SEM of 4–6 mice. **e**–**g** Expression of tissue-homing receptors on Treg cells depends on SOCE. **e** Canonical pathway analysis (KEGG) based on differentially expressed genes (DEG) in anti-CD3/CD28 stimulated WT versus *Stim1/2*-deficient Treg cells. **f** Selected gene set enrichment analyses (GSEA) of DEG in WT versus *Stim1/2*-deficient Treg cells. **g** Heatmap analysis of DEG (>1.5 fold) encoding chemokine receptors (upper panel) and integrins (lower panel) in WT and *Stim1/2*-deficient Treg cells. Statistical analysis in **a** and **d** by unpaired Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001

To understand at the molecular level how SOCE controls the development of tissue-resident Treg cells, we re-analyzed our transcriptome data and DEGs in WT and *Stim1/2*-deficient Treg cells (Fig. 3). Many genes encoding transcription factors that promote the differentiation and/or function of tissue-resident Treg cells were markedly downregulated in *Stim1/2*-deficient Treg cells, including *Prdm1* (Blimp-1), *Ahr*, *Rora*, *Rel*, *Irf4*, *Batf*, *Maf*, and *Gata3*^6,12,43,44^, whereas regulators that antagonize the formation of tissue-resident lymphocytes and facilitate their tissue egress, such as *Klf2* and *Tcf7* (TCF-1)^43^ were upregulated (Fig. 3f). 

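In stimulated cells, Ahr, Maf, Gata3 and Rora were lower and Rel, Klf2 and Tcf7 higher in libraries labelled Stim1/2-deficient, and none of the 7 was called (0 genes). The log2 fold changes were -0.90 for Ahr (limma adjusted p = 0.106), -1.82 for Maf (limma adjusted p = 0.0832) and -0.95 for Gata3 (limma adjusted p = 0.0854), each called by DESeq2, and Maf and Gata3 also with quantile normalization and with a term for the replicate number. They were -1.04 for Rora (limma adjusted p = 0.393), 0.70 for Rel (limma adjusted p = 0.420), or 0.38 without labelled replicate 2, and 1.23 for Klf2 (limma adjusted p = 0.161), or 0.64 without labelled replicate 2. DESeq2 on the 4 stimulated libraries called these 3 genes, Rel as higher, and the fit with the term for the replicate number called Rora. Tcf7 had a log2 fold change of 0.46 (limma adjusted p = 0.263). At an unadjusted p under 0.05 and more than 1.5-fold, Ahr, Maf, Gata3 and Klf2 passed.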

The expression of cell surface receptors that are characteristic of tissue-resident lymphocytes, such as *Il1rl1* (ST2), *Icos*, *Klrg1*, *Havcr2* (Tim-3), and *Tigit*, was impaired in *Stim1/2*-deficient Treg cells (Fig. 3e). In addition, gene expression signatures that are functionally related to tissue homing and trafficking of Treg cells were significantly downregulated in *Stim1/2*-deficient Treg cells (Fig. 3b, Fig. 6e, f). This was mostly due to an impaired expression of chemokine receptors and cell adhesion molecules that control the trafficking of Treg cells into different tissues, including *Itgav* (integrin α_V_), *Itgae* (integrin α_E_, CD103), *Itgb8* (integrin β8), *Ccr4*, *Ccr6*, *Cxcr3*, and *Cxcr5* (Fig. 6g, Supplementary Figure 6d)^6^. 

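Il1rl1, on chromosome 1 from 40486415 to 40522260, fell from 1720.2 ± 36.6 normalized counts in unstimulated WT libraries to 94.6 ± 62.0 in libraries labelled Stim1/2-deficient, a log2 fold change of -4.34 (standard error 0.77, limma adjusted p = 0.0179). Klrg1, on chromosome 6 from 122220614 to 122232900, fell from 1925 ± 297 to 87.6 ± 95.6 normalized counts, a log2 fold change of -5.06 (standard error 1.01, limma adjusted p = 0.0252), within -6.51 to -3.62 with each library left out. It was not called when every gene with a value above 0 was tested. Havcr2 had 1458 ± 192 normalized counts in WT and 134 ± 104 in labelled libraries (log2 fold change -3.69, limma adjusted p = 0.00570), and Tigit 3103 ± 204 and 261 ± 85.2 (log2 fold change -3.61, limma adjusted p = 0.0203). Il1rl1, Havcr2 and Tigit were called in each of the 11 other fits.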

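The signatures of Fig. 6e and 6f were not analysed here. In unstimulated libraries labelled Stim1/2-deficient, the Reactome list of chemokines and their receptors had a median log2 fold change of -0.84 over 32 genes (camera adjusted p = 0.0347), with 6 genes called lower and 0 higher. In 6 of the 32 genes 1 group was at the floor, and with these at their bound the median was -0.58. The list was not called by fry, and after stimulation its median was 0.00 (adjusted p = 0.453), between -0.98 without labelled replicate 1 and 0.42 without labelled replicate 2. Integrin cell surface interactions of Reactome had a median of -0.04 over 43 genes (adjusted p = 0.947), with 4 genes called lower and 3 higher, and this median was 0.07 without WT replicate 3, was -0.17 without labelled replicate 1 and changed sign with the scaling of the libraries. In stimulated cells it was -0.03 (adjusted p = 0.692), or 0.00 without WT replicate 2.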

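Itgav, on chromosome 2 from 83564554 to 83647073, fell from 7239 ± 1759.8 normalized counts in unstimulated WT libraries to 1813 ± 316 in libraries labelled Stim1/2-deficient, a log2 fold change of -1.99 (standard error 0.23, limma adjusted p = 0.00499). Ccr4 fell from 2267 ± 442 to 452 ± 257 (log2 fold change -2.44, limma adjusted p = 0.0128) and Ccr6 from 884 ± 111 to 262 and 135 in the 2 labelled libraries (log2 fold change -2.22, limma adjusted p = 0.00880). Cxcr3 had 195 ± 17.0 and 57.3 ± 45.1 normalized counts (log2 fold change -2.01, or -1.12 without labelled replicate 2, limma adjusted p = 0.173) and was called by DESeq2 on the 4 unstimulated libraries only. Cxcr5 had 236 ± 12.4 and 128 ± 48.8 (log2 fold change -0.93, or -0.54 without labelled replicate 2, limma adjusted p = 0.290), and none of the 11 other fits called it. Over 11 of the 12 chemokine receptors of Fig. 6g, the median was -1.81 (camera adjusted p = 3.9e-04), with 9 lower and 4 called lower. Ccr10 was below the minimum for testing and was at least 5.04-fold lower. Over the 7 integrins, the median was -1.71 (adjusted p = 0.00105), with 3 called lower and Itgb3 called higher. Adjusted over the list alone, 7 receptors and 5 integrins were lower and 1 of each was higher, which is not independent evidence for genes selected from these libraries. After stimulation the medians were -1.16 for receptors (adjusted p = 0.00676), or -0.39 without labelled replicate 2 and -1.96 without labelled replicate 1, and -0.73 for integrins (adjusted p = 0.0254), or -0.47 without labelled replicate 2, and fry called neither. Itgae and Itgb8 had stimulated log2 fold changes of -2.74 (limma adjusted p = 0.0392) and -2.28 (limma adjusted p = 0.0537), of which only Itgae was called, and DESeq2 and the fit with a term for the replicate number called both.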

Taken together, these data suggest that SOCE controls the differentiation of Treg cells into tissue-resident Treg cells and their homing into non-lymphoid organs by orchestrating a network of transcription factors, cell surface, and homing receptors (Supplementary Figure 6e).

## Discussion

Treg cells are characterized by the expression of Foxp3 that is required for their immunosuppressive function^2,3^. Foxp3 alone is not sufficient, however, for the differentiation and function of Treg cells because ectopic Foxp3 expression in naive CD4^+^ T cells does not fully recapitulate the transcriptional signature and function of Treg cells^4^, and deletion of *Foxp3* in mature Treg cells does not abrogate key characteristics of Treg cells^5^. These data suggested that additional signaling pathways are required to maintain the unique phenotype and function of Treg cells.

We here show that Ca^2+^ influx through CRAC channels initiated by STIM1 and STIM2 activation, in addition to Foxp3, is critical for the function, lineage identity, and differentiation of mature Treg cells into effector Treg subsets, such as Tfr and tissue-resident Treg cells. CRAC channels control a complex transcriptional network in Treg cells that maintains expression of Treg signature genes and thus their effector functions. This conclusion is in line with the finding that continuous TCR signaling, which presumably includes the activation of CRAC channels, in mature Treg cells is necessary for the sustained expression of numerous Treg signature genes including *Nrp1, Izumo1r* (Folr4)*, Il2ra, Pdcd1* (PD-1), *Ctla4, Irf4, Ikzf2* (Helios), *Maf, Il10*, and *Ebi* (IL-35)^33,34^. 

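The 10 genes Nrp1, Izumo1r, Il2ra, Pdcd1, Ctla4, Irf4, Ikzf2, Maf, Il10 and Ebi3 were lower in both unstimulated libraries labelled Stim1/2-deficient than in both WT libraries, where chance gives 16.7% of genes. Their median log2 fold change was -1.76 (camera adjusted p = 5.5e-08), within -1.79 to -1.62 with each library left out. Over all genes tested 7 were called lower, and adjusted over the list alone all 10 were, which is not independent evidence, since the study's authors chose the genes and the figures name all of them. Izumo1r had 924 ± 177 and 417 ± 137 normalized counts (log2 fold change -1.17, limma adjusted p = 0.0397), and 6 of the 11 other fits did not call it. After stimulation the 10 genes had a median of -0.92 (adjusted p = 1.4e-05), and 1 was called.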

We found that expression of the majority of these TCR-induced genes was also dependent on STIM1/STIM2 suggesting that TCR-mediated Ca^2+^ influx is a major signaling pathway to maintain the transcriptional identity of mature Treg cells.

Our pathway enrichment and network analyses suggest that CRAC channels regulate IL-2 signaling and mTOR-dependent metabolic programming of Treg cells. This is intriguing as Treg cells differ markedly from conventional T cells given their strong reliance on IL-2 and their distinct metabolic properties^36,37,39^. 

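Il2ra, on chromosome 2 from 11564419 to 11614818, had 10884 ± 673 normalized counts in unstimulated WT libraries and 6921 ± 142 in libraries labelled Stim1/2-deficient, a log2 fold change of -0.65 (standard error 0.19, limma adjusted p = 0.0810). Il2rb, on chromosome 15 from 78310983 to 78325496, had 6133 ± 1038 and 3759 ± 523, a log2 fold change of -0.70 (standard error 0.19, limma adjusted p = 0.0683). Neither was called. DESeq2 on 8 libraries called both, and quantile normalization Il2rb. In stimulated cells the log2 fold change was -0.12 for Il2ra (limma adjusted p = 0.844), or 0.08 without labelled replicate 1, and -0.22 for Il2rb (limma adjusted p = 0.678), or -0.11 without WT replicate 2.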

Not only the expression of the IL-2 receptor itself, i.e. *Il2ra* (CD25) and *Il2rb* (CD122), was dependent on STIM1/STIM2 in Treg cells but also an array of genes that are regulated by cytokine signaling, such as *Il1rl1* (ST2), *Ikzf2*, *Irf4*, *Batf*, *Tnfrsf4* (Ox40), and *Ctla4*. The fact that many IL-2-signaling-related genes are dependent on CRAC channels and are part of the common Treg signature suggests that Ca^2+^ influx maintains the lineage identity of Treg cells, at least in part, by modulating their ability to sense IL-2. It is noteworthy that the role of CRAC channels in IL-2 signaling is not limited to maintaining Treg lineage identity, but also involves the development of Treg cells in the thymus. Deletion of *Stim1* and *Stim2* in double-positive thymocytes (by *Cd4*-Cre) or hematopoietic precursor cells (by *Vav*-iCre) significantly impaired the frequencies of Treg cells^21,22^. How STIM1 and STIM2 control the development of Treg cells at the molecular level is not completely understood but given the critical role of IL-2 for Foxp3 induction in Treg precursor cells^45^ it is likely that SOCE promotes maturation of tTreg cells indirectly through IL-2 signaling rather than NFAT-mediated Foxp3 expression. This notion is supported by a study reporting decreased IL-2 receptor expression (i.e. CD25 and CD122) in *Stim1/2*-deficient Treg precursor cells and restored induction of Foxp3 expression by administration of high-dose IL-2^21^. It is important to note in this context that while SOCE is essential for Treg development in the thymus and the transcriptional identity of Treg cells, it is not required for the maintenance of Treg cell numbers because deletion of STIM1/STIM2 in post-thymic, mature Treg cells did not perturb the frequencies of Treg cells in secondary lymphoid organs of *Stim1/2*^*Foxp3*^ mice. Note that the increased frequencies of Treg cells we observed in the thymus of *Stim1/2*^*Foxp3*^ mice  are likely due to the reimmigration of peripheral Treg cells in response to thymic inflammation as part of the multiorgan inflammation of *Stim1/2*^*Foxp3*^ mice.

We found that expression of many molecules controlling effector functions of Treg cells is dependent on CRAC channels. *Stim1/2*-deficient Treg cells failed to upregulate IRF4, BATF, Blimp-1, and GATA3 that are typically expressed in activated effector Treg cells^46^. 

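The change after 16 h of stimulation, which is bound to the sequencing lane, was taken within each genotype. Irf4 rose with a log2 fold change of 1.79 in WT cells (limma adjusted p = 0.00255) and 3.32 in labelled cells (limma adjusted p = 1.9e-04). For Batf the log2 fold change was 0.67 in WT cells (limma adjusted p = 0.0965) and 0.98 in labelled cells (limma adjusted p = 0.0241), for Prdm1 0.23 in WT cells (limma adjusted p = 0.642) and 1.10 in labelled cells (limma adjusted p = 0.0343), and for Gata3 -0.23 in WT cells (limma adjusted p = 0.462) and -0.36 in labelled cells (limma adjusted p = 0.239). The difference between the genotypes in these changes, as an interaction, was 1.54 for Irf4 (limma adjusted p = 0.556 over all genes tested), 0.31 for Batf, 0.86 for Prdm1 and -0.13 for Gata3. In stimulated libraries labelled Stim1/2-deficient, the log2 fold change to WT was -0.37 for Irf4 (limma adjusted p = 0.617), or 0.12 without labelled replicate 2, -1.76 for Batf (limma adjusted p = 0.0392) and -1.87 for Prdm1 (limma adjusted p = 0.0537). Batf was not called by edgeR, with a pseudocount of 0.1, on every gene with a value above 0 or on the 4 stimulated libraries alone, and Prdm1 was called with a pseudocount of 5, on genes with a mean of at least 100, with quantile normalization, with a term for the replicate number and by DESeq2.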

In conventional T cells, IRF4, BATF, and GATA3 are crucial for the differentiation of Th2 cells and the production of IL-4. By contrast, Treg cells utilize IRF4, BATF, and GATA3 to suppress Th2 immune responses^47–49^. Abolished GATA3, IRF4, and BATF expression in *Stim1/2*-deficient Tregs may thus explain the type 2 autoimmunity in *Stim1/2*^*Foxp3*^ mice, which is characterized by elevated Th2 cytokines, increased IgE levels and eosinophilia. 

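Bhlhe40 had 14983 ± 601 normalized counts in unstimulated WT libraries and 3242 ± 1410.0 in libraries labelled Stim1/2-deficient, a log2 fold change of -2.28 (standard error 0.42, limma adjusted p = 0.0201). Relb had 604 ± 31.6 and 272 ± 157 normalized counts, a log2 fold change of -1.27 (standard error 0.39, limma adjusted p = 0.0904), or a log2 fold change of -0.65 without labelled replicate 1. It was not called, and was called by DESeq2 on 8 libraries. In stimulated cells, Bhlhe40 had a log2 fold change of -0.09 (limma adjusted p = 0.957), which was above 0 with edgeR and DESeq2 and was 0.59 without labelled replicate 2. Relb was at 0.59 (limma adjusted p = 0.562), or 0.21 without WT replicate 2 and 0.97 without WT replicate 1.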

Other transcriptional regulators that promote effector functions of Treg cells were also markedly downregulated in the absence of STIM1/STIM2 including the transcription factors Blimp-1, Ahr, c-Maf, Rel B, c-Rel, Bhlhe40, and RORα. Likewise, many surface receptors that are characteristic of activated Treg subsets, such as KLRG1, ST2, OX40, GITR, Lag3, 4-1BB, PD-1, ICOS, Nrp-1, and Tim-3 were reduced in STIM1/2-deficient Treg cells. Together, these data demonstrate that SOCE is important for the differentiation and function of effector Treg cells.

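Lag3 had 151 ± 17.8 normalized counts in unstimulated WT libraries and 27.5 ± 29.4 in libraries labelled Stim1/2-deficient, a log2 fold change of -2.97 (standard error 1.01, limma adjusted p = 0.121). Labelled replicate 2 held 6.68 normalized counts, and without it the log2 fold change was -1.63. Lag3 was not called, and was called by DESeq2 on the 4 unstimulated libraries. In stimulated cells, Lag3 had a log2 fold change of -1.99 (limma adjusted p = 0.428), or -0.30 without labelled replicate 2, Tnfrsf4 -0.32 (limma adjusted p = 0.745), or -0.18 without WT replicate 2, and Nrp1 -0.77 (limma adjusted p = 0.190), or -0.41 without labelled replicate 1. DESeq2 on the 4 stimulated libraries called Nrp1 lower.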

Tfr cells are a specific subset of effector Treg cells and arise from tTreg cells in secondary lymphoid organs^8,9^. *Stim1/2*^*Foxp3*^ mice almost completely lacked Tfr cells resulting in spontaneous GC formation in LNs and spleen, the maturation of self-reactive B cells and production of numerous autoantibodies. The latter included autoantibodies against RBCs causing AIHA in *Stim1/2*^*Foxp3*^ mice. This observation was intriguing because patients with loss-of-function mutations in *STIM1* and *ORAI1* frequently develop humoral autoimmunity including AIHA^26^. Inherited defects in SOCE are rare (~20–30 reported cases worldwide), but several patients from whom blood samples were available showed reduced numbers of circulating Treg cells^26–29,50^. Although Tfr cells could not be evaluated in SOCE-deficient patients, the presence of autoantibodies and AIHA may indicate a Tfr cell defect in these patients. In *Stim1/2*^*Foxp3*^ mice, the lack of Tfr cells is an important contributor to their autoimmunity as depletion of B cells markedly reduced their autoantibody titers and ameliorated AIHA. B cell depletion was not sufficient, however, to prevent the premature death of *Stim1/2*^*Foxp3*^ mice and their severe multiorgan inflammation, suggesting that SOCE regulates other Treg functions besides their differentiation into Tfr cells.

Tissue-resident Treg cells have recently gained much attention because of their pivotal role in the homeostasis of non-lymphoid organs including small and large intestine, skin, lung, liver, adipose tissue, and skeletal muscle. Like Tfr cells, tissue-resident Treg cells differ significantly from their counterparts in lymphoid tissues, for instance by their memory-like phenotype and specific transcriptional signature. The signals that control the tissue residency and organ-specific functions of Treg cells, however, are incompletely understood. *Stim1/2*^*Foxp3*^ mice lacked tissue-resident Treg cells in the lung, liver, BM, and other organs suggesting that SOCE is a critical regulator of the differentiation or recruitment of tissue-resident Treg cells. *Stim1/2*-deficient Treg cells showed reduced expression of many effector molecules and transcription factors normally present in tissue-resident Treg cells in skin, skeletal muscle, and VAT^12,13,44^. These molecules included KLRG1, ICOS, IRF4, BATF, Blimp-1 GATA3, IL-10, IL-35, as well as RORα, ST2, and amphiregulin suggesting that SOCE regulates the differentiation of tissue-resident Treg cells. In addition, SOCE controls the expression of chemokine receptors and cell adhesion molecules, such as *Itgav* (integrin α_V_), *Itgae* (integrin α_E_, CD103), *Itgb8* (integrin β8), *Ccr4*, *Ccr6*, and *Cxcr3* that may be required for Treg cells to be recruited to or retained in non-lymphoid tissues.

We show here that SOCE controls multiple metabolic pathways in Treg cells implicating SOCE in the metabolic regulation of Treg function and the differentiation of Tfr cells and tissue-resident Treg cells. Our transcriptome analysis of *Stim1/2*-deficient Treg cells revealed a marked deregulation of genes controlling mTORC1 signaling and metabolic pathways including glycolysis, oxidative phosphorylation (OXPHOS), and mitochondrial electron transport. mTOR signaling controls the proliferation and function of Treg cells, at least in part, by regulating glycolysis and FAO^38–40^. Impaired mTORC1 signaling in the absence of SOCE is consistent with the decreased proliferation of *Stim1/2*-deficient Treg cells in vivo and our previous observation that STIM1 and STIM2 regulate mTOR activity, glycolysis, and OXPHOS in conventional CD4^+^ and CD8^+^ T cells^51,52^. It is noteworthy that our analysis of individual genes that are differentially expressed in STIM1/STIM2-deficient compared to WT Treg cells revealed several glycolytic genes (*Aldoc, Pkm, Pgk1*, and *Hk2*) that we had previously reported to be regulated by SOCE in effector CD4^+^ and CD8^+^ T cells^52^. However, these represented only a small fraction of all SOCE-regulated genes in effector T cells. These analyses show that while CRAC channels regulate many metabolic genes in Treg cells (this study) and effector T cells^52^, these gene sets are distinct, which may not be surprising given the different metabolic requirements of Treg and Teff cells^53^. 

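Hk2, on chromosome 6 from 82675019 to 82724448, fell from 807 ± 32.2 normalized counts in unstimulated WT libraries to 261 ± 50.2 in libraries labelled Stim1/2-deficient, a log2 fold change of -1.64 (standard error 0.29, limma adjusted p = 0.0169). Pgk1, on chromosome X from 103382439 to 103399038, fell from 265 ± 17.5 to 101 ± 3.52 (log2 fold change -1.38, limma adjusted p = 0.0201) and was not called on the 4 unstimulated libraries alone. Pkm fell from 2017 ± 322 to 1022 ± 122 (log2 fold change -0.98, limma adjusted p = 0.0417), and 5 of the 11 other fits did not call it. Aldoc had 79.6 ± 8.05 and 20.7 ± 8.51 normalized counts (log2 fold change -1.95, limma adjusted p = 0.0930) and was not called, although quantile normalization and DESeq2 on 4 libraries called it. The 4 genes had a median log2 fold change of -1.51 (camera adjusted p = 2.7e-04), and were lower in both labelled libraries than in both WT libraries. Adjusted over the list alone, all 4 were lower, and the study chose them from these libraries. In stimulated cells the median was -0.69 (adjusted p = 0.00249), or -0.34 without labelled replicate 2 and -1.05 without labelled replicate 1, and fry did not call the list. Of the 4 genes 0 were called, and Aldoc and Hk2 passed an unadjusted p of 0.05 and 1.5-fold.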

Tfr and tissue-resident Treg cells differ significantly from naïve Treg cells in their metabolic properties, and these metabolic adaptations likely contribute to the tissue-specific functions of these Treg subsets. Whereas naive Treg cells have a low glycolytic rate and marked mitochondrial respiration, in vivo studies of effector Treg cells have shown a critical role of mTOR signaling for Treg function through its ability to promote lipid metabolism^39^. The mTOR complex links TCR and IL-2 signals metabolically to Treg activation, and drives the expression of effector molecules that are required for the differentiation of Treg cells into Tfr and tissue-resident Treg cells^39,54,55^. Our finding that SOCE regulates mTORC signaling in Treg cells suggests that Ca^2+^ signals control the differentiation of Tfr cells and tissue-resident Treg cells partly through the metabolic reprogramming of naive Treg cells.

The transcription factors linking SOCE to the function and differentiation of effector Treg cells are not well understood. In conventional T cells, SOCE controls calcineurin-mediated NFAT activation that promotes the metabolic reprogramming of naïve T cells, their proliferation, and cytokine production^20,52^. Treg cells also require calcineurin signaling because deletion of the calcineurin B subunit in mature Treg cells was shown to cause autoimmunity in mice similar to that observed in *Stim1/2*^*Foxp3*^ mice^56^. Calcineurin-deficient Treg cells had moderately decreased suppressive capacity in vitro and failed to differentiate into effector and tissue-resident Treg cells in vivo^56^. These findings are consistent with the reported NFAT-mediated regulation of Treg cells, which includes the formation of cooperative Foxp3:NFAT complexes that induce CD25 and CTLA-4 expression^57^, as well as CXCR5 expression and Tfr cell differentiation^10^. Of the four Ca^2+^/calcineurin-regulated NFAT family members, NFATc1, NFATc2, and NFATc3 are expressed in mature Treg cells but the role of the different NFAT homologs in Treg cells remains controversial^10,24,56,58,59^. Combined deletion of two homologs (either NFATc1 and NFATc2 or NFATc2 and NFATc3) had no major impact on Treg function in vitro and in vivo^24,60^. This is in contrast to conventional T cells, in which ablation of a single NFAT family member markedly impaired effector functions^52,61–63^ indicating that Treg cells depend less on individual NFAT homologs than conventional T cells^62^. Besides NFAT, SOCE may also regulate the activity of NF-κB in Treg cells^64,65^. Both the canonical and alternative NF-κB-signaling pathways mediated by p65/Rel A and c-Rel or *Nfkb2*/p52 and Rel B subunits, respectively, were reported to regulate the homeostasis and function of Treg cells and Treg-specific deletion of either *Rela* or *Nfkb2* causes systemic autoimmune disease^66,67^. Interestingly, the activation of the canonical NF-κB pathway is regulated by Ca^2+^ signals in T cells^64,65^ suggesting that SOCE may act as an upstream regulator of both NFAT and NF-κB during the differentiation of effector Treg cells. Further studies are required to dissect the Ca^2+^-regulated signaling pathways involved in Treg function and differentiation.

Collectively, our data demonstrate that Ca^2+^ influx via CRAC channels regulates a complex transcriptional network that controls the molecular identity, differentiation, and immunosuppressive function of effector Treg cells, in particular Tfr cells and tissue-resident Treg cells. In the absence of SOCE Treg cells fail to prevent humoral autoimmunity and multiorgan autoimmunity.

## Methods

### Mice

*Stim1*^fl/fl^ and *Stim2*^fl/fl^ mice have been described before^22^. *Foxp3-YFPcre* (B6.129(Cg)-*Foxp3*^*tm4(YFP/icre)Ayr*^/J; JAX strain 016959), *Rag1*^*–/–*^ (B6.129S7-*Rag1*^*tm1Mom*^/J; JAX strain 002216) and congenic CD45.1^+^ mice (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ; JAX strain 002014) were purchased from The Jackson Laboratory. Additional *Foxp3-YFPcre* mice were kindly provided by Dr. A. Rudensky. Crossing *Stim1*^fl/fl^*Stim2*^fl/fl^ mice to *Foxp3-YFPcre* animals generated mice with Treg-specific deletion of *Stim1/2* genes (*Stim1*^fl/fl^*Stim2*^fl/fl^ *Foxp3-YFPcre* or *Stim1/2*^*Foxp3*^ mice for short). All animals were maintained on a pure C57BL/6 genetic background and housed under SPF conditions. All experiments were conducted in accordance with the institutional guidelines for animal welfare approved by the Institutional Animal Care and Use Committee (IACUC) at NYU School of Medicine. Mice received standard rodent chow and autoclaved drinking water ad libitum.

### In vitro and in vivo *Treg suppression assay*

8 × 10^5^ splenocytes from CD45.1^+^ congenic mice were labeled with 2.5 µM CFSE (Molecular Probes) and cocultured with 1 × 10^5^–1 × 10^4^ CD45.2^+^CD4^+^CD25^hi^YFPcre^–^ (WT) or CD45.2^+^CD4^+^CD25^hi^YFPcre^+^ (*Stim1/2*-deficient) FACS-sorted Treg cells from female heterozygous *Stim1/2*^*Foxp3*^ mice. Cultures were stimulated with 1 µg/ml anti-CD3 (BD Pharmingen, clone 145-2C11) and proliferation of CD4^+^ and CD8^+^ responder T cells was measured by flow cytometry 3 days later. To test the suppressive capacity of WT and *Stim1/2*-deficient Tregs in vivo, 5 × 10^5^ sorted CD45.1^+^CD4^+^CD62L^+^CD25^–^ T cells were adoptively transferred into lymphopenic *Rag1*^*–/–*^ mice by intraperitoneal (i.p.) injection. After 2–4 weeks, 1 × 10^5^ purified CD45.2^+^CD4^+^CD25^hi^YFPcre^–^ (WT) or CD45.2^+^CD4^+^CD25^hi^YFPcre^+^ (*Stim1/2*-deficient) Treg cells from female heterozygous *Stim1/2*^*Foxp3*^ were transferred i.p. into the same *Rag1*^*–/–*^ mice. *Rag1*^*–/–*^ hosts were assessed twice a week for weight loss and signs of distress as described before^17^. After 12 weeks, CD45.1^+^ CD4^+^ donor T cells isolated from the spleen and mesenteric LNs of host mice were analyzed for absolute cell numbers and cytokine production (after PMA/ionomycin restimulation). Absolute numbers of donor-derived CD45.1^+^ CD4^+^ conventional T cells (T_con_) were normalized for each of the three independent experiments to account for interexperimental variablity of total T cell numbers in mLNs and to be able to compare the three experimental groups (T_con_ cells only, T_con_ plus WT Treg, T_con_ plus *Stim1/2-*deficient Treg). Briefly, for each independent experiment, the numbers of CD45.1^+^ T_con_ cells for each experimental group were divided by the average number of T_con_ cells in the T_con_ cell-only samples. The calculated ratios for each sample were then multiplied with the combined average number of CD45.1^+^ T_con_ cells (in the T_con_-only group) from three experiments to obtain a normalized T_con_ number.

### Flow cytometry and cell sorting

Staining of cell surface or intracellular antigens with fluorescently labeled antibodies was carried out as described before^50^. Samples were acquired on a LSR II flow cytometer (BD Biosciences) and analyzed using the FlowJo software (TreeStar). Purification of various immune cell populations was performed on a SY3200 cell sorter (Sony) using a 70 µm nozzle. A complete list of antibodies and their respective fluorescent conjugates can be found in Supplementary Table 2. The gating strategies for flow cytometric detection of immune cell populations are summarized in Supplementary Figure 7.

### Analysis of tissue-resident lymphocytes

To label intravascular immune cells in situ, mice were injected retroorbitally with 1 µg anti-CD45 PE-Cy7 (clone 30-F11) together with 125 U Heparin in 100 µl PBS. After 5 min, mice were sacrificed and lymphoid and non-lymphoid organs were extracted. Skin, lung, and liver tissue (ca. 500 mg) was minced in 2 mm pieces and digested in for 20 min at 37 °C using 500 µg/ml Liberase TL (lung, skin) or 25 µg/ml Liberase TM (liver, both Roche) in 5 ml FBS-free RPMI medium. Following digestion, lysates were washed twice and the lymphocyte fraction was enriched by 35% percoll gradient centrifugation before analysis by flow cytometry.

### ELISA, autoantibody arrays, and clinical chemistry analyses

Ig (IgM, IgG, IgE, and IgE) and cytokine concentrations (i.e. IL-1β, IL-2, IL-4, IL-5, IL-6, IL-9, IL-10, IL-13, IL-17A, TNFα, and IFNγ) in serum samples and liver homogenizates were analyzed using commercial ELISA kits (all eBioscience) and measured on a FlexStation 3 plate reader (Molecular Devices). Anti-RBC antibodies were analyzed using RBCs extract (WT RBCs lysed in AKC buffer) bound onto high-binding Maxisorb 96-well plates (Corning). After blocking, serial dilutions of mouse sera were incubated, washed, and bound anti-RBC autoantibodies were detected using AP-conjugated goat-anti-mouse IgM and IgG as detection antibodies (Southern Biotech). To determine IgG antibody levels against a variety of auto-antigens, individual purified proteins, nucleic acids, and complex antigens were each conjugated to individual fluorochrome-conjugated beads in multiplex cocktails of different beads (MagPix, Luminex). Experimental and control group sera were tested at 1:100, 1:1000 and 1:10,000 dilutions, adapting previously described methods^68^. For hematological analyses (i.e. RBCs, hemoglobin levels, and hematocrit), fresh 50 µl heparinized blood samples were analyzed on a veterinary Hemavet 950 blood analyzer (Drew scientific). Liver enzymes concentrations in mouse sera (i.e. ALP, ALT, AST, and total bilirubin) were analyzed by a GLP-certified clinical chemistry laboratory (C-Path, http://cpathlab.com).

### Immunofluorescence and histochemistry

All tissue specimens were fixed in 4% PFA for at least 24 h and embedded in paraffin. Heat-induced antigen retrieval of tissue sections was performed in 10 mM citric acid buffer (pH 6.0) for 20 min using a high-pressure cooker (Deni). Blocking for 1 h with Antibody Diluent (Dako) was followed by overnight incubation at 4 °C with the primary antibodies rat anti-B220 (1:400, clone RA3-8B2, eBioscience), polyclonal rabbit anti-CD3 (1:100, Dako) and FITC-conjugated PNA (1:100, Vector Laboratories). After washing, anti-CD3 was amplified using biotinylated goat anti-rabbit IgG (1:500, Thermo Scientific) for 40 min at RT. Detection was carried out using donkey anti-rabbit IgG (H+L) AlexaFluor647 (1:800) and streptavidin AlexaFluor488 (1:800) and the Prolong Gold Antifade Mounting Medium containing DAPI (all Molecular Probes). Images were acquired on an automated laser-scanning confocal microscope (Leica TCS SP5 II equipment) and analyzed with the LCS software (Leica) and ImageJ (NIH). Autoantibodies (ANA and AMA) in mouse sera were detected using the KALLESTAD HEp-2 cell substrate slides (BioRad). 1:50 dilutions of mouse sera were incubated with HEp-2 slides for 20 min at RT on the slides. After washing, samples were developed using goat anti-mouse IgG (H+L) AlexaFluor488 secondary antibodies (1:800, Molecular Probes) for 20 min. Staining patterns were evaluated on a Nikon Eclipse E600 fluorescence microscope with NIS Elements BR 3.2 (Nikon) software. For hematoxylin and eosin (H&E) staining of non-lymphoid organs, tissue samples were embedded in paraffin blocks, cut into 5 μm sections and stained with H&E as described before^62^. Blood smears were air died for 5 min and fixed immediately with 100% methanol for 5 min before staining with Wright–Giemsa solution (Sigma-Aldrich). H&E and Wright-Giemsa-stained slides were scanned with a SCN400F whole slide scanner and evaluated using the digital image hub software (both Leica).

### Mixed BM chimeras, B cell depletion, and serum transfer

To generate mixed bone marrow (BM) chimeras, lethally irradiated (11 Gy) *Rag1*^*–/–*^ mice were reconstituted with a 1:1 mixture of 2.5 × 10^6^ WT (CD45.1^+^) and 2.5 × 10^6^ *Stim1/2*^*Foxp3*^ (CD45.2^+^) BM and analyzed 10 weeks after reconstitution (see Fig. 6c). B cell depletion in 2–3-week-old WT and *Stim1/2*^*Foxp3*^ mice was carried out by i.p. injection of 1 mg anti-CD20 (clone 5D2, Genentech) or isotype control (IgG2a, BioXCell). Successful ablation of B cells was confirmed 4 days later followed by hematological analyses (RBCs, hemoglobin levels, and hematocrit) 3–4 weeks later. To test the presence of anti-RBC autoantibodies, 250 µl pooled serum from WT or *Stim1/2*^*Foxp3*^ mice was transferred retro-orbitally into WT recipient mice followed by hematological analyses (RBCs, hemoglobin levels and hematocrit) 3 days later (see Fig. 5b).

### RNA sequencing and data processing

CD4^+^CD25^hi^YFPcre^–^ WT and CD4^+^CD25^hi^YFPcre^+^ *Stim1/2*-deficient Treg cells were purified from spleen and LNs of 12–14 pooled female heterozygous *Stim1/2*^*Foxp3*^ mice per sample using flow cytometry (for gating strategy see Supplementary Figure 2a). Total RNA was extracted using the RNeasy Micro RNA Isolation Kit (Qiagen). RNA quality and quantity was analyzed on a Bioanalyzer 2100 (Agilent) using a PICO chip. Samples with an RNA integrity number (RIN) of >8 were used for library preparation. RNAseq libraries were prepared using the TruSeq RNA sample prep v2 kit (Illumina), starting from 100 ng of DNAse I (Qiagen) treated total RNA, following the manufacturer’s protocol with 15 PCR cycles. The amplified libraries were purified using AMPure beads (Beckman Coulter), quantified by Qubit 2.0 fluorometer (Life Technologies), and visualized in an Agilent Tapestation 2200. The libraries were pooled equimolarly, and loaded on the HiSeq 2500 Sequencing System (Illumina) and run as single 50 nucleotide reads. For gene expression analysis, reads were aligned to the NCBIM37 (iGenome) mouse genome using Bowtie software (Version 1.0.0)^69^ with two mismatches allowed. Uniquely mapped reads were further processed by removing PCR duplicates with Picard MarkDuplicates (http://broadinstitute.github.io/picard/). Transcripts were counted using HTSeq and differential gene expression between WT and *Stim1/2*-deficient Treg cells was performed separately for each cell type using DESeq2^70^ Bioconductor package in the R statistical programming environment. Differences in gene expression were considered significant if padj < 0.05. Gene expression signatures and canonical pathway analyses and were performed using ingenuity’s pathway analysis (IPA, Qiagen), database for annotation, visualization, and integrated discovery (DAVID, https://david.ncifcrf.gov) and gene set enrichment analysis (GSEA, https://software.broadinstitute.org/gsea/index.jsp). For network cluster analyses, positively and negatively regulated gene identifiers were used to generate enrichment maps in Cytoscape (http://www.cytoscape.org). Heatmaps of selected genes were created using the conditional formatting tool in Microsoft Excel. Highest and lowest expression for each gene (row min. and row max.) were displayed as red or blue color, respectively. The RNA-Seq have been deposited in the GEO database under accession number GSE125784.

### Intracellular Ca^2+^ measurement

Treg cells enriched by flow cytometry were attached to poly-l-Lysine (Sigma Aldrich)-coated translucent 96-well plates (BD Falcon). Cells were loaded with 1 µM Fura-2-AM (Molecular Probes), and washed twice with nominally Ca^2+^-free Ringer solution (containing 155 mM NaCl, 4.5 mM KCl, 3 mM MgCl_2_, 10 mM d-glucose, 5 mM Na-Hepes (pH 7.4)). Cells were kept in Ca^2+^-free Ringer solution at the beginning of measurements followed by depletion of ER Ca^2+^ stores with 1 µM TG (Calbiochem) after 120 s. At 420 s, Ringer solution containing 2 mM Ca^2+^ was added to cells (1 mM final extracellular Ca^2+^ concentration) to measure SOCE. Fura-2 fluorescence was measured at an emission wavelength of 510 nm after excitation at 340 and 380 nm and plotted as baseline-normalized F340/F380 emission ratio.

### Real-time PCR

Total RNA was isolated using the RNeasy Micro Kit (Quiagen) and cDNA was synthesized using the iScript cDNA synthesis kit (Bio-Rad). Quantitative realtime (qRT-) PCR was performed using the Maxima SYBR Green qPCR Master Mix (Thermo). Transcripts levels were normalized to the expression of housekeeping genes using the 2^−ΔCT^ method. The complete list of primers used in this study can be found in Supplementary Table 3.

### Statistical analyses

All results are means with or without the standard error of the means (SEM). The statistical significance of differences between experimental groups was determined by unpaired Student’s *t*-test, Mantel-Cox test or one-way ANOVA as indicated in the figure legends. Differences were considered significant for *p*-values < 0.05 (noted in figures as *), *p* < 0.01 (**) and *p* < 0.001 (***). The number of mice per experimental group are indicated in the respective figure legends.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The authors declare that all data supporting this study can be found within the paper and its Supplementary Information files. The RNA-sequencing dataset is available from the gene expression omnibus (GEO) database at https://www.ncbi.nlm.nih.gov/geo/, accession number GSE125784. Source data for all the charts and graphs can be found in the Source Data file. Additional data supporting the findings of this study are available from the corresponding author (S.F.) upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

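RNA of Treg cells was sequenced in 8 libraries, 2 for each combination of genotype and stimulation. As the methods state, the authors aligned single reads to NCBIM37 with Bowtie, kept unique reads and removed PCR duplicates with Picard. They counted reads per gene with HTSeq and tested differential expression with DESeq2. The methods do not name the normalization, and DESeq2 size factors departed from the scaling of the values by at most 4.1e-07 percent. The deposited signal values are read counts per gene that the authors divided by 1 size factor per library and rounded to 2 decimals. They are not scaled to a common total, which differs between libraries. Each value was checked to be a whole multiple of the value of 1 read, and whole reads were recovered by division. The annotation version is not given in the text searched, and coordinates were taken from another annotation of the same assembly by symbol. Samples were grouped by genotype and stimulation as labelled. The unstimulated groups share no replicate numbers, so no pairing was used for them.

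Log2 values with a pseudocount of 1 were fitted with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3 for genes with a mean of at least 10 normalized counts, with 1 spread for the 4 groups. The contrasts were genotype in unstimulated cells, genotype in stimulated cells and their difference. Tests were 2-sided, p was adjusted by the method of Benjamini and Hochberg within each contrast, and a gene was called at an adjusted p under 0.05 and more than 1.5-fold. Lists with at least 4 tested genes were compared with camera at a preset correlation of 0.01 and adjusted over all lists and both stimulation states. They were the genes that the figures and the Discussion name, markers of B cells, myeloid cells, CD8 T and NK cells, erythroid cells and neutrophils, naive T cell genes, immediate early genes, calcium and NFAT-responsive genes, metabolic and cell cycle genes, and lists of Reactome. Individual genes are reported if the paper names them, or if they are among the 5 called genes with the largest change in each direction and contrast for which both labelled libraries lie on the same side of both WT libraries. A fold against a group in which no library exceeds 3 reads is given as a lower bound. These tests, thresholds, lists, the rule for reported genes and the alternatives were fixed before the data were examined. The interferon list, its alternatives, fry for the interaction, DESeq2 at 2-fold and the macrophage transcripts were chosen after seeing the data.

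The alternatives were pseudocounts of 0.1 and 5, every gene with a value above 0, genes with a mean of at least 100, libraries rescaled to equal totals or upper quartiles, quantile normalization, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, fits to the 4 libraries of a contrast, a term for the replicate number in stimulated cells, a threshold of 2-fold or of the unadjusted p, each library left out in turn, and for lists fry and an estimated correlation. The methods name DESeq2 for the study's own calls. It is an alternative here because the main test was fixed before the data were examined, for values described as normalized. Whole reads were recovered afterwards, so DESeq2 could be run on them as well. On simulated data with 200 genes changed 4-fold, 2 libraries against 2, limma called 186 of them among 201 calls, edgeR 186 among 197 and DESeq2 194 among 240, and in a contrast without changed genes they called 0, 0 and 2 genes. The changed genes were drawn from those with a mean of at least 100. Changes under 4-fold or in genes of lower counts were not simulated, so these shares may not hold for calls at 1.5-fold. The IL-2/STAT5, mTORC1, Treg, Tfr and trafficking signatures, the pathway clusters and all data other than RNA sequencing of Treg cells were not analysed here.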

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

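All tests of explanations in this part were chosen after the results were seen.

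Genes of cell types other than T cells were higher in unstimulated libraries labelled Stim1/2-deficient than in WT. The paper does not discuss these marker lists. It names humoral immune responses as the exception among pathways that were mostly lower (Fig. 3b), a cluster that was not analysed here. The median log2 fold change was 2.702 for 12 myeloid markers (camera adjusted p = 7.8e-05, fry 0.117), or 2.86 with genes of a group at the floor set at their bound, 2.00 for 5 neutrophil markers (camera 0.00767, fry 0.171), 1.54 for 16 B cell markers (camera 8.7e-04, fry 0.405) and 1.94 for 9 genes of the complement cascade (camera 8.5e-05, fry 0.0391). Without labelled replicate 1 these medians were 1.73, 1.47, 0.43 and 1.15. Both WT libraries held reads above the floor for 9 of 13 myeloid, 4 of 7 neutrophil, 16 of 16 B cell and 6 of 27 complement genes. Another list held 2 myeloid, 8 B cell and 2 complement genes, and the study named 1 myeloid marker, Sirpa.

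For the myeloid markers, the scaling of the libraries is argued against by the smallest median over 4 scalings, 2.702, and a single library by the smallest median with 1 library left out, 1.73. Removing the trend with GC content and gene length over the 10 markers with a value moved their median from 2.56 to 2.68. Whole macrophages with Cst3, Ctsb, Ctsd, Psap and Ctss at or above the level of Csf1r could not be decided on. The largest rise among these 5 was 167 normalized counts, that of Psap, against 933 for Csf1r, and Ctss changed by -445. Their WT means were already 276 for Cst3 to 2206 for Ctss, so a fall in the Treg cells could hide a rise. Mrc1, Vcam1, Slc40a1, Hmox1, Lyz2 and Apoe rose, by 139 for Apoe to 1655 for Vcam1. These are means of 2 unlike libraries. In labelled replicate 1 alone the largest rise of the 5 was 432, that of Ctsb, against 1662 for Csf1r, and in labelled replicate 2 alone all 5 were below the WT mean. Csf1r had 18.4 and 28.1 normalized counts in WT and 1685 and 227 in labelled libraries. RNA of other cell types, from whole macrophages or in other proportions than these hold, stays a candidate explanation. Both labelled libraries lay above both WT libraries for 9 of 12 myeloid markers, where 26.5% of all tested genes and 16.7% by chance do. The medians of 4 marker lists differed by up to 1.17, and their ranges with 1 library left out overlap. Leaving out a labelled library moved these medians the same way, so the overlap does not decide between explanations. Myeloid markers exceeded B cell markers without labelled replicate 1 (1.73 against 0.43) and 2 (3.71 against 2.64). They also did so without WT replicate 3 (2.72 against 1.42) and 4 (2.69 against 1.55). For these 2 lists, the values argue against a lower share of Treg cells that raises every other cell type alike. The Foxp3-YFPcre allele and a change in the Treg cells themselves were not tested and stay open.

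A list of 22 interferon-response genes, which the paper does not discuss and which was chosen after seeing the data, was higher in stimulated libraries labelled Stim1/2-deficient. Its median log2 fold change was 0.85, 21 of 22 genes were higher, and both labelled libraries lay above both WT libraries for 17, where chance gives 16.7%. Adjusted over the list alone, 13 genes were called higher, and 0 over all genes tested, with 14 at an unadjusted p under 0.05 and 1.5-fold. The list passed 0.05 under camera with a preset correlation and under fry, and not with the estimated correlation of 0.47. All 22 genes were above the floor in both unstimulated WT libraries, 1 is held by another list and the study named 0. RNA of myeloid cells is argued against by the median in unstimulated cells, 0.18, where the myeloid markers were highest, and this median was 0.09 without labelled replicate 1 and 0.33 without labelled replicate 2. The scaling is argued against by the smallest median over 4 scalings, 0.84, GC content and length by the median after removing their trend, 0.93, and a single library by the smallest median with 1 left out, 0.66. The genotype differs together with the Foxp3-YFPcre allele, which was not tested, and a biological difference stays open. The rise may belong to the genotype, to the allele or to both.

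The genotype difference of 22 lists changed between unstimulated and stimulated cells under camera, and that of 0 under fry after adjustment, with 8 at an unadjusted fry p under 0.05. Of the 22, 14 are not lists the study picked. The median interaction on the log2 scale was 0.32 for TCA cycle enzymes (the list of Reactome gives the same genes and the same value), 0.53 for replication fork genes, 0.61 for S phase genes, 0.24 for the mitotic cell cycle, 0.47 for DNA replication, 0.21 for DNA repair, 0.29 for B cell receptor signaling, 0.27 for adaptive immunity and 0.48 for electron transport. A positive value is a smaller decrease after stimulation, or a change from lower to higher. The all-gene median interaction moved by -0.13 with libraries rescaled to equal totals and by -0.15 to equal upper quartiles. Labelled stimulated libraries weighed on several lists. Without stimulated labelled replicate 1 the medians were 0.21 for TCA cycle enzymes, 0.26 for the replication fork, 0.40 for S phase, 0.15 for the mitotic cell cycle and 0.13 for DNA repair, and without replicate 2 the replication fork was at 0.86. B cell receptor signaling was at 0.17 without unstimulated labelled replicate 1.

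For electron transport, the scaling is argued against by the smallest median relative to all genes over 4 scalings, 0.37, GC content and length by the median after removing their trend, 0.43, and a single library by the smallest median with 1 left out, 0.39. The sequencing lane is shared by both genotypes within a stimulation state, and a lane effect that differs between genotypes was not tested. For the other 9 lists above, the scaling, GC content and length were not tested. Their smallest medians with 1 library left out ran from 0.13 for DNA repair to 0.40 for S phase genes. Their sign therefore did not rest on a single library. Stimulation as a biological condition stays open for all of these lists.

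The marker lists had negative interactions, -1.77 for B cell markers, -2.53 for myeloid markers, -2.28 for neutrophil markers and -2.75 for the complement cascade. Without unstimulated labelled replicate 1 the value was -1.23 for myeloid markers and -1.95 for the complement cascade, and without stimulated labelled replicate 2 it was -0.22 for B cell and -0.94 for neutrophil markers, while B cell markers were at -3.02 and neutrophil markers at -3.56 without stimulated labelled replicate 1. The higher values in unstimulated libraries described above are part of these differences, and no explanation was tested for them separately.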

How the results depend on the processing

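The alternatives for the interferon list, fry for the interaction and DESeq2 at 2-fold were chosen after the results were seen.

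Of counts of genes or lists, 57 stayed within 1.5-fold of the values at the claims and 55 moved. In unstimulated cells, every gene with a value above 0 gave 268 lower and 94 higher genes, equal upper quartiles 332 lower and 286 higher, quantile normalization 336 higher, edgeR 131 higher, DESeq2 828 lower and 496 higher on 8 libraries and 474 higher on 4, and limma on 4 libraries 255 lower and 83 higher. At the unadjusted p the counts were 1705 lower and 1338 higher at 1.5-fold, and 1007 and 957 at 2-fold. In stimulated cells, a pseudocount of 0.1 gave 4 lower and 4 higher, one of 5 gave 35 lower and 39 higher, every gene with a value above 0 gave 0 lower and 1 higher, genes with a mean of at least 100 gave 33 lower and 49 higher, quantile normalization 100 lower and 102 higher, edgeR 0 lower and 1 higher, DESeq2 301 lower and 243 higher on 8 libraries and 394 lower and 299 higher on 4, limma on 4 libraries 0 lower and 1 higher and a term for the replicate number 202 lower and 191 higher. Where 0 were lower, the genes at an unadjusted p under 0.05 and 1.5-fold were 2754 on every gene, 1844 with edgeR and 1682 on 4 libraries, in both directions together. At the unadjusted p the counts were 1072 and 864 at 1.5-fold, and 800 and 527 at 2-fold. DESeq2 at 2-fold gave 414 higher genes on 8 libraries and 458 on 4 in unstimulated cells, and in stimulated cells 275 lower and 190 higher on 8 libraries and 299 and 160 on 4. The interaction had 13 and 35 genes under DESeq2. The smaller counts on 4 libraries come with fewer libraries, and those on every gene with more genes tested. For the others the cause was not tested. The replicate number pairs 2 libraries of each genotype, and the differences between replicates of stimulated cells correlated across genes at r = 0.167 between the genotypes.

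Camera with an estimated correlation called 0 lists lower and 0 higher in either state, where 8 lower and 0 higher lists in unstimulated cells and 5 lower and 1 higher in stimulated cells passed at the unadjusted p. Fry called 2 higher lists in unstimulated and 6 lower in stimulated cells. In stimulated cells, every gene with a value above 0 and the replicate term each gave 2 higher lists. With an estimated correlation, the adjusted p of lists called at the claims became, in unstimulated cells, 0.238 for Fig. 3e regulatory molecules, 0.138 for Fig. 3e receptors, 0.138 for Fig. 3f factors, 0.270 for Fig. 6g chemokine receptors, 0.278 for Fig. 6g integrins, 0.138 for Fig. 3c genes, 0.138 for Fig. 3d genes, 0.138 for Fig. 4a genes, 0.332 for glycolytic enzymes, 0.332 for TCA cycle enzymes, 0.278 for replication fork genes, 0.338 for nucleotide metabolism, 0.307 for adaptive immunity, 0.307 for chromosome maintenance, 0.270 for electron transport and 0.595 for chemokines and receptors, and in stimulated cells 0.270 for Fig. 3e regulatory molecules, 0.164 for Fig. 3e receptors, 0.270 for Fig. 3f factors, 0.307 for Fig. 6g chemokine receptors, 0.338 for Fig. 6g integrins, 0.163 for Fig. 3c genes, 0.164 for Fig. 3d genes, 0.195 for Fig. 4a genes, 0.502 for glycolytic enzymes, 0.338 for replication fork genes, 0.373 for nucleotide metabolism and 0.338 for chromosome maintenance. Under fry it became, in unstimulated cells, 0.0530 for glycolytic enzymes, 0.0858 for nucleotide metabolism, 0.0592 for chromosome maintenance and 0.287 for chemokines and receptors, and in stimulated cells 0.0517 for Fig. 3e regulatory molecules, 0.122 for Fig. 6g chemokine receptors, 0.137 for Fig. 6g integrins, 0.232 for glycolytic enzymes, 0.137 for replication fork genes, 0.158 for nucleotide metabolism and 0.137 for chromosome maintenance. It was 0.0861 for adaptive immunity in unstimulated cells with quantile normalization and 0.0752 for glycolytic enzymes in stimulated cells with the replicate term. The cause was not tested. The other 191 comparisons of these lists kept direction and side of the threshold, 2 reversed direction as given below, and 42 comparisons of further lists lost and 6 gained a call.

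The direction was reversed, with the cause not tested, for CRAC channel genes (adjusted p 0.875) and immediate early genes (0.961) in unstimulated cells with quantile normalization, for mTOR signalling with equal totals (0.861) and quantile normalization (0.641), for CRAC channel genes in stimulated cells on every gene with a value above 0 (0.992), and for neutrophil markers in stimulated cells on every gene with a value above 0 (0.711), with equal totals (0.995) and with quantile normalization (0.902). The log2 fold change of Stim2 in unstimulated cells became 0.0166 with equal upper quartiles and 0.0102 with quantile normalization, and that of Bhlhe40 in stimulated cells 0.0218 with edgeR and 0.0275 and 0.0130 with DESeq2 on 8 and 4 libraries. Of the other comparisons of named genes, 2087 were unchanged, where those with a library left out were compared by direction only, 114 lost and 169 gained a call. Over the 1000 genes with the highest variance the mean r within groups was 0.779. List medians kept within the spread of replicates in 292 comparisons and moved in 20. With 2 libraries per group, no test was made with a library left out, and a group with at most 3 reads on a gene gives its fold only as a bound.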

Differences from the paper's values

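The paper's text gives its counts at 2-fold and the legends give 1.5-fold, so both are compared. At 1.5-fold in unstimulated cells, 213 genes were higher in libraries labelled Stim1/2-deficient against the paper's 467, and 730 differed in either direction against the paper's 1238. Of the alternatives set before the data were examined, quantile normalization (336 higher, 960 in all), DESeq2 on 8 libraries (496 and 1324) and DESeq2 on 4 libraries (474 and 1096) came within 1.5-fold of both values, a pseudocount of 5 did so for the total (867), and the others did not. At 1.5-fold in stimulated cells, 17 genes were lower against the paper's 439 and 25 higher against the paper's 218. DESeq2 on 8 libraries (301 and 243) and DESeq2 on 4 libraries (394 and 299) came within 1.5-fold of both, a term for the replicate number did so for the higher genes (191), and the other alternatives did not. At 2-fold, 439 genes were lower against the paper's 771, 182 higher and 621 in all in unstimulated cells, and the same 17 and 25 in stimulated cells. The unadjusted p at 2-fold (1007) came within 1.5-fold of the paper's lower genes in unstimulated cells, and of no other count. DESeq2 at 2-fold, chosen after seeing the values, gave 626 lower, 414 higher and 1040 in all on 8 libraries and 589, 458 and 1047 on 4 libraries in unstimulated cells, all within 1.5-fold of the paper's counts. In stimulated cells it gave 299 lower and 160 higher on 4 libraries, within 1.5-fold of both, and 275 and 190 on 8 libraries, within it for the higher genes only. DESeq2 is the tool that the paper's methods name.

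As log2 of WT over deficient in unstimulated cells, read by eye from Fig. 4a, the paper shows about 3.8 for Il10 against 4.06 here, about 3.0 for Tnfrsf9 against 3.08 and about 2.4 for Klrg1 against 5.06, and Fig. 3d shows about 2.6 for Il1rl1 against 4.34. Libraries rescaled to equal upper quartiles gave 3.90 for Il10 and rescaling to equal totals 2.96 for Tnfrsf9, within the error of the values. For Klrg1, edgeR gave 4.40 and DESeq2 on 8 libraries 4.46, still far above the figure and counted as closing the gap only because their replicate error is large, and none of the alternatives set before the data were examined closed the gap for Il1rl1.

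The paper states that more genes were lower than higher in stimulated cells, and here 17 were lower and 25 higher, while both DESeq2 fits at either fold, the term for the replicate number (202 lower) and the unadjusted p (1072 lower) give more lower genes. Of the genes that the text of the paper names as changed in unstimulated cells, 16 were not called. Foxp3 was called by both DESeq2 fits and on genes with a mean of at least 100, Ebi3 with a pseudocount of 5, quantile normalization and both DESeq2 fits, Rel in these settings and on genes with a mean of at least 100, and Gata3 with a pseudocount of 5, on genes with a mean of at least 100 and by DESeq2 on 8 libraries. Tcf7 was called with equal totals, equal upper quartiles, quantile normalization and DESeq2 on 8 libraries, Il2ra and Relb by DESeq2 on 8 libraries, Il2rb by this fit and quantile normalization, Cxcr3 and Lag3 by DESeq2 on 4 libraries, and Aldoc by this fit and quantile normalization. At the unadjusted p, these genes, Nrp1 and Klf2 passed. Entpd1, Tgfb1 and Cxcr5 were called in no setting. Pde3b, Tlr7, Satb1 and Socs2, which Fig. 3c, Fig. 3d or Fig. 4a label and the text does not name, were not called either. DESeq2 on 8 libraries and the unadjusted p at 1.5-fold called all 4, and Pde3b was also called with a pseudocount of 5, on genes with a mean of at least 100, with quantile normalization, on the 4 libraries of the contrast with limma and with DESeq2, and with the unadjusted p at 2-fold. Fig. 3a and the heat maps of Fig. 3e, Fig. 3f and Fig. 6g are outside these counts. In stimulated cells, the genes of the text gained by alternatives were Prdm1 and Itgb8 (a pseudocount of 5, genes with a mean of at least 100, quantile normalization, both DESeq2 fits and the replicate term), Icos, Ikzf2, Maf and Gata3 (quantile normalization, both DESeq2 fits and the replicate term), Entpd1, Havcr2, Ccr4 and Ccr6 (both DESeq2 fits and the replicate term), Pdcd1, Ahr and Klf2 (both DESeq2 fits), Ctla4 (quantile normalization, DESeq2 on 4 libraries and the replicate term), Il1rl1 (quantile normalization, DESeq2 on 8 libraries and the replicate term), Tigit (quantile normalization and the replicate term), Foxp3, Itgav and Rora (DESeq2 on 4 libraries and the replicate term), Nrp1 (DESeq2 on 4 libraries) and Aldoc (DESeq2 on 8 libraries). Klrg1, Cxcr3, Cxcr5 and Hk2 passed at the unadjusted p alone, and Rel was called higher by DESeq2 on 4 libraries.

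The paper states that the mTORC1 signature was muted, and the Reactome list of mTOR signalling, another list, had a median of -0.08. It describes the cells as deficient in both genes, and Stim1 and Stim2 had unstimulated log2 fold changes of 0.44 and -0.15. The paper's evidence for the deletion is RT-PCR (Fig. 1a) and SOCE (Fig. 1b, Supplementary Figure 2b), which are other measures than reads per gene.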

Other observations

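The tests of explanations in this part were chosen after the result was seen. Stim1 and Stim2 were not called lower in libraries labelled Stim1/2-deficient, with a log2 fold change of 0.44 for Stim1 in unstimulated cells. An exchange of labels among the 8 libraries is argued against as the reason, since it would leave some library with low values of these genes, and the lowest library of a stimulation state held at least 0.609 of the highest for either gene. From these values alone, a deletion that leaves the rest of the transcript counted cannot be told apart from an absent deletion. Values per gene do not resolve the deleted exons. The paper's other data speak for the deletion. It reports ablation of both genes by RT-PCR in Treg cells of male mice (Fig. 1a). It also reports a lack of SOCE in YFP+ Treg cells of female mice (Supplementary Figure 2b). Neither was analysed here. Every direction given for the genotypes rests on the labels.

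Lists that stand at no claim were also tested. The CRAC channel genes had a median log2 fold change of -0.15 over 5 genes in stimulated cells, or -0.05 without labelled replicate 1, with 0 called and 1, Orai2, at an unadjusted p under 0.05 and 1.5-fold (higher). The genes named in Fig. 3a had a median of -1.79 in unstimulated cells (camera adjusted p = 8.4e-04), with 13 called lower and 3 higher of 21, and -0.90 in stimulated cells (adjusted p = 0.0409, not called by fry). Immediate early genes were at -0.01 in unstimulated cells (adjusted p = 0.788), between -0.23 without labelled replicate 2 and 0.11 without WT replicate 3, and at 0.59 in stimulated cells (adjusted p = 0.09997), or 0.39 without labelled replicate 2. Calcium and NFAT-responsive genes were at -0.65 in unstimulated cells (adjusted p = 0.0649), or -0.35 without WT replicate 4 and -0.17 with genes at the floor set at their bound, and at -0.42 in stimulated cells (adjusted p = 0.0254, not called by fry), between -0.73 without labelled replicate 1 and -0.03 without labelled replicate 2.

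Markers of CD8 T and NK cells had a median of 1.77 over 6 genes in unstimulated cells (camera adjusted p = 0.0952), or 0.84 without labelled replicate 1, and 1.21 in stimulated cells (adjusted p = 0.152), between -0.22 without WT replicate 2 and 2.37 without labelled replicate 2. Of the 7 markers, 5 were above the floor in both unstimulated WT libraries and 2 are held by another list. Of 5 erythroid markers with values, 1 was above the floor in both unstimulated WT libraries and 0 are held by another list, and only 1 was tested, with a log2 fold change of 0.90 in unstimulated cells, or 0.14 without WT replicate 3, and -0.86 in stimulated cells. After stimulation the medians were 0.24 for B cell markers, from -0.93 without labelled replicate 1 to 1.25 without labelled replicate 2, 0.52 for myeloid markers, from -0.01 to 1.06 without the same libraries, -0.28 for neutrophil markers, from -1.45 to 1.20, and 0.00 for the complement cascade, and none of the 4 passed the threshold.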
